# demuxSNP: supervised demultiplexing single-cell RNA sequencing using cell hashing and SNPs

**DOI:** 10.1093/gigascience/giae090

**Published:** 2024-11-28

**Authors:** Michael P Lynch, Yufei Wang, Shannan Ho Sui, Laurent Gatto, Aedin C Culhane

**Keywords:** single-cell, demultiplexing, cell hashing, SNPs

## Abstract

**Background:**

Multiplexing single-cell RNA sequencing experiments reduces sequencing cost and facilitates larger-scale studies. However, factors such as cell hashing quality and class size imbalance impact demultiplexing algorithm performance, reducing cost-effectiveness.

**Findings:**

We propose a supervised algorithm, demuxSNP, which leverages both cell hashing and genetic variation between individuals (single-nucletotide polymorphisms [SNPs]). demuxSNP addresses fundamental limitations in demultiplexing methods that use only one data modality. Some cells may be confidently demultiplexed using probabilistic hashing methods. demuxSNP uses these data to infer the genotype of singlet and doublet clusters and predict on cells assigned as negative, uncertain, or doublet using a nearest-neighbor approach adapted for missing data.

We benchmarked demuxSNP against hashing, genotype-free SNP and hybrid methods on simulated and real data from renal cell cancer. demuxSNP outperformed standalone hashing methods on low-quality hashing data benchmark, improved overall classification accuracy, and allowed more high RNA quality cells to be recovered. Through varying simulated doublet rates, we showed that genotype-free SNP and hybrid methods that leverage them were impacted by class size imbalance and doublet rate. demuxSNP’s supervised approach was more robust to doublet rate in experiments with class size imbalance.

**Conclusions:**

demuxSNP uses hashing and SNP data to demultiplex datasets with low hashing quality where biological samples are genetically distinct. Unassigned or negative cells with high RNA quality are recovered, making more cells available for analysis. Data simulation and benchmarking pipelines as well as processed benchmarking data for 5–50% doublets are publicly available. demuxSNP is available as an R/Bioconductor package (https://doi.org/doi:10.18129/B9.bioc.demuxSNP).

## Introduction

Single-cell RNA sequencing (scRNA-seq) enables insight into cellular heterogeneity, cell subtypes, and cell–cell communication not previously possible with bulk methods due to gene expression averaging [1]. Cost remains a barrier for large-scale research and clinical studies at a single-cell resolution [2] despite reductions in the cost of sequencing technologies. Multiplexing in scRNA-seq refers to the sequencing of cells from multiple different biological samples on the same sequencing lane rather than on individual lanes. This reduces sequencing costs and technical batch effects [3]. The cells must then be demultiplexed, or assigned back to their biological sample of origin prior to downstream analysis. In droplet-based technologies, higher cell loading rate results in a higher doublet rate (two or more cells captured in a single droplet), thus limiting the lane capacity. In multiplexed experiments, doublets made up of cells from different samples are more easily identified and removed, allowing higher cell loading rate onto the sequencing lane. Demultiplexing strategies broadly follow two approaches, experimental cell tagging (cell hashing) and bioinformatics analysis of genetic variation using single-nucleotide polymorphisms (SNPs). Cell hashing is popular due to its applicability to a wide variety of experimental designs and availability of commercial hashing kits. SNP-based methods are limited to genetically distinct samples but have lower library preparation costs.

Cell hashing is a combined experimental and computational approach where cells from each biological sample are labeled with a distinct sequenceable tag [4, 5] prior to being pooled and sequenced. Computational algorithms, such as those reviewed by Howitt et al. [6], then operate on the resulting counts matrix to determine which cells came from which biological sample of origin. However, technical artifacts such as nonspecific binding, doublets, and varying cell quality due to cell stress may complicate this procedure. Cells with low hashing quality may be assigned to the incorrect group. Additionally, cells deemed to have no hashing signal in any group remain unassigned and are referred to as hashing negatives, or negatives for short. Small numbers of hashing negatives are permissible, but large numbers of negatives result in wasted data and so are undesirable. Negative cells that cannot be assigned are removed prior to downstream analysis steps, resulting in wasted data. Additionally, researchers may also exclude cells if there is disagreement between demultiplexing algorithms or low assignment probability. This results in further wasted data and reduces the effectiveness of multiplexing as a cost-saving measure. Alternatively, retaining uncertain cells that may be wrongly assigned reduces the statistical power of differential gene expression analysis and confounds biological interpretations in downstream analysis steps. Due to their dependence on hashing quality, performance of standalone hashing-based demultiplexing methods can vary significantly between datasets [7].

SNP-based demultiplexing methods exploit natural genetic variation between genetically distinct biological samples. Genotype-based methods such as Demuxlet [8] and scSNPdemux [9] require *a priori* knowledge of the genotype of each biological sample, incurring additional experimental cost and limiting their utility. Genotype-free methods [10–12] do not require *a priori* knowledge of sample genotypes, so they are more commonly used but also face limitations. Although they can group cells, they cannot link cells back to a biological sample without additional genotype or hashing data. Calling SNPs in scRNA-seq is challenging as the data are sparse, with reads concentrated in specific regions, and gene expression can be highly variable within a dataset [13]. Performance reduces in datasets with high levels of ambient RNA [14]. Despite the considerable number of methods available, a universally robust tool has yet to be developed.

Some recent methods use both SNP-based and hashing modalities. HTOreader [15, 16] performs hashing demultiplexing using a mixture model approach, which is then integrated with hashing results from existing genotype methods, allowing an increased overall cell recovery rate and recovery of up to one missed hashing group. hadge [17] runs a selection of existing genotype and hashing algorithms and finds the pair of methods across modalities with the highest correlation. We developed a supervised multimodal method, demuxSNP, that leverages both genotype and hashing modalities along with a Nextflow pipeline [18] to benchmark against existing standalone hashing (HTODemux [4, 19], BFF_raw and BFF_cluster [20, 21], GMM-Demux [22, 23], demuxmix [24, 25]) and genotype-free SNP-based (souporcell [12, 26]) and hybrid (HTOreader [15, 16]) methods, adapting published SNP simulation pipelines [14] paired with hashing data, to better understand performance across a range of scenarios against reliable ground truth [18]. We further motivate the utility of demuxSNP over popular existing methods with application to a case study renal cell cancer dataset. demuxSNP is available as an R/Bioconductor package [27].

## Results

### Overview of demuxSNP

A key challenge in hashing-based demultiplexing is variability in hashing quality due to technical issues such as nonspecific binding. In general, a proportion of cells from each group may be confidently called, while some may remain uncertain or negative for a signal, the number of which will depend on the hashing quality of a specific experiment (Fig. 1A). These high-confidence cells may be identified using consensus methods such as cellhashR [20, 21], probabilistic methods with a high acceptance threshold [22, 24], or use of a nonconservative count threshold to describe the positive peak; however, retaining only these high-confidence cells results in loss of valuable data through negative or uncertain cells.

**Figure 1:**
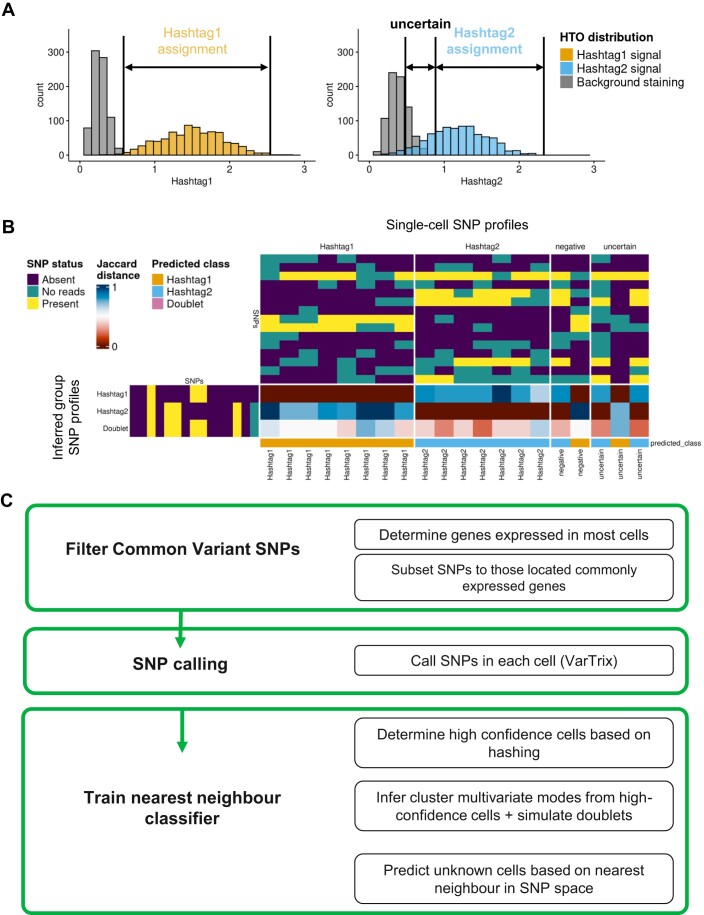
Overview of the demuxSNP workflow. (A) High-quality hashtag counts can be separated into a bimodal distribution with distinct signal and background peaks. Low-quality hashtag counts have a poorly separated bimodal distribution and have high numbers of misassigned, uncertain, or hashing negative cells. (B) SNPs called in single cells contain missing data and noise. To improve signal, singlet and doublet cluster SNP profiles can be inferred. Cells assigned as uncertain, negative, or doublet can be compared against inferred SNP profiles and classified using a nearest-neighbor approach. (C) demuxSNP workflow.

For the cells that cannot be confidently called using hashing methods, we propose that their correct group may be more easily identified based on their SNP profile. We apply demuxmix [24], a highly performant probabilistic demultiplexing algorithm to hashing counts data to determine which cells can be confidently called. SNPs are called in single cells, and the SNP profile of singlet and doublet groups may be inferred from the high-confidence singlets. The class of uncertain, negative, or doublet cells is then determined based on their most similar SNP profile using Jaccard distance (Fig. 1B) adapted for missing data. With high-quality hashing data, often a large proportion of cells can be called with high confidence. With low-quality hashing data, significant numbers of cells may be assigned as negative or uncertain and their recovery warranted using a method such as demuxSNP. Summary statistics from 12 datasets demultiplexed with HTODemux show percent negatives range from 1–17% (Supplementary Table S1), although values significantly higher have been reported in other benchmarking studies [7, 6]. The demuxSNP workflow is outlined in Fig. 1C.

### Demultiplexing performance improves when using demuxSNP compared to standalone hashing methods on datasets with low hashing quality

Simulated data allow for comparison against a reliable ground truth for different experimental and technical configurations. Benchmark data are simulated from a multiplexed experiment with six hashtags from genetically distinct samples. Aligned reads and hashing counts from singlets assigned with high confidence by demuxmix [ 24, 25] are retained. Doublets are simulated from the singlet data by randomly renaming barcodes on aligned reads [14] and summing counts across singlet cells comprising each doublet for SNP calling and hashing data, respectively [18]. Hashing quality is reduced by scaling down the signal in each hashtag group. Features associated with high-quality hashing include well-separated bimodal peaks and a high signal-to-noise ratio (Fig. 2A). Other experimental factors that may improve demultiplexing performance include well-balanced group sizes. Low hashing quality is then associated with features such as poor peak separation and low signal-to-noise ratio, with high class imbalance also impacting demultiplexing performance (Fig. 2B).

**Figure 2:**
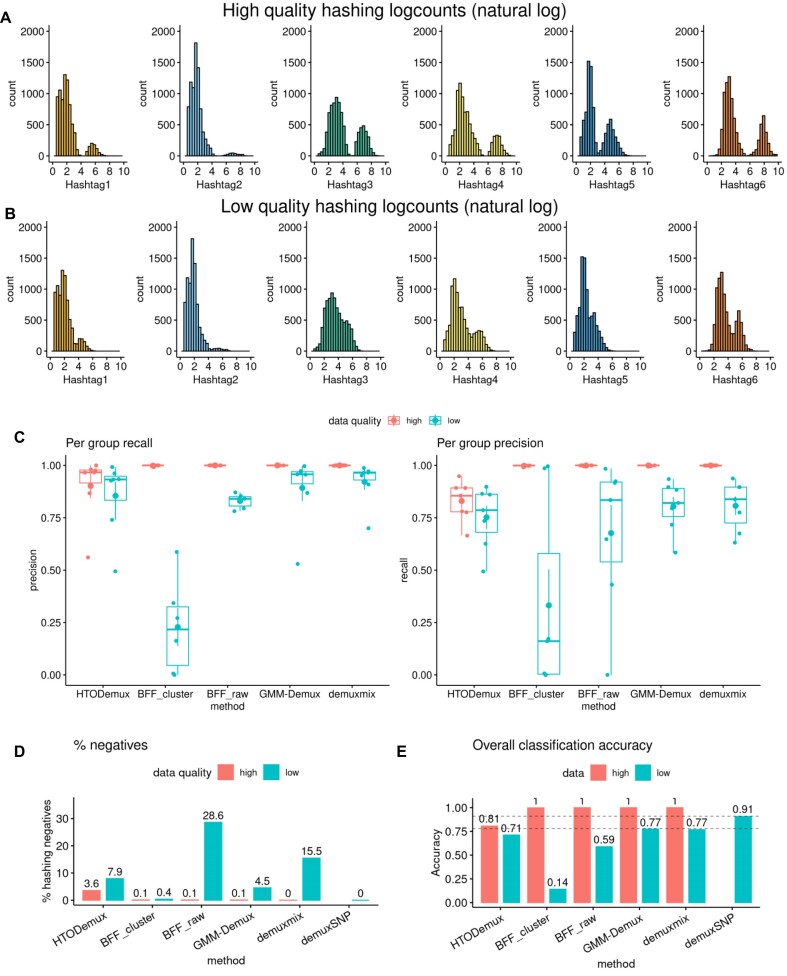
demuxSNP improved cell assignment on datasets with low hashing quality. (A) Hashing logcounts (natural log) for benchmarking high-quality hashing. The signal and background are distinct. (B) Hashing logcounts (natural log) for benchmarking low-quality hashing. There is poor separation between signal and background. (C) Hashing algorithm precision and recall decreased with hashing quality. (D) Low-quality hashing resulted in large numbers of hashing negative cells. (E) demuxSNP increased overall classification accuracy on low-quality hashing data compared with standalone hashing methods.

We compared demultiplexing performance of several popular hashing-based algorithms and observed that performance decreased on low-quality hashing compared to high-quality hashing regardless of method, shown here on hashing data with a typical doublet rate of 20% (Supplementary Table S1). On the high-quality dataset, HTODemuxscored lower than other methods tested for both precision and recall, which may be attributed to features other than peak separation such as imbalance in class sizes and the misalignment of the signal peaks (Fig. 2C). Other methods, BFF_raw, BFF_cluster, GMM-Demux, and demuxmix, each showed high precision and recall on the high-quality dataset, an expected result given the clear separation between signal and background. On the low-quality dataset, BFF_raw performed poorly, potentially due to the assumption of a bimodal distribution, the extent of which is reduced in this benchmark.

We next explored which methods recovered more cells and thus had fewer cells with no identity (hashing negatives). In terms of the number of assigned hashing negatives (Fig. 2D), on the high-quality dataset, HTODemux assigned the most negatives (∼3.6%). Few (<0.2%) negatives were assigned by BFF_raw, BFF_cluster, GMM-Demux, and demuxmix. On the low-quality dataset, BFF_raw and demuxmix assigned the most negatives (28% and 15%, respectively). demuxSNP avoids the classification of hashing negatives by leveraging SNP data to assign these cells, reducing wasted data. BFF_cluster assigned the fewest negative cells, but we note that while classifying few hashing negatives is a desirable attribute, this reflects only one aspect of algorithm performance and must be taken in the context of other classification performance metrics.

We finally looked at overall classification accuracy (Fig. 2E). Each of the standalone hashing algorithms, with the exception of HTODemux, performed almost perfectly on the high-quality dataset. We did not compare demuxSNP on this dataset as a large number of cells (∼99%) had already been confidently called by standalone probabilistic hashing algorithms, and thus the use of demuxSNP was not warranted. On the low-quality dataset, mixture models GMM-Demux and demuxmix outperformed other standalone hashing methods. Despite assigning fewer negatives, BFF_cluster had the lowest overall accuracy, again potentially due to the assumption of a bimodal distribution. Performance improved when using hashing and SNPs to assign cells compared to hashing classification alone, with overall classification accuracy of 0.91 for demuxSNP compared to 0.77 and 0.77 for the top-performing standalone hashing methods, GMM-Demux and demuxmix, respectively.

### demuxSNP is more robust to class size imbalance compared to genotype-free SNP method souporcell and hybrid method HTOreader

We next benchmarked demuxSNP against the standalone genotype-free SNP-based method souporcell and hybrid method HTOreader. souporcell classifies cells using a sparse mixture model. HTOreader first fits a Gaussian mixture model to the hashing counts and then integrates the hashing results with results from third-party SNP-based methods—in this case, souporcell. We first benchmarked overall classification performance in terms of accuracy and adjusted Rand index (ARI) across a range of doublet rates from 5–50% [28] (Fig. 3A). Here, demuxSNP slightly outperformed souporcell, with greater differences observed at doublet rates over 40%. HTOreader slightly underperformed at low doublet rates (5–40% doublets), but performance dropped considerably at high doublet rates (45–50% doublets).

In evaluating the performance of clustering methods on scRNA-seq gene expression data, significant attention is given to methods’ ability to detect small clusters [29]. Genotype-free SNP-based methods face similar challenges in clustering genetically distinct SNP profiles, where the number of cells per biological sample may vary and doublets may obscure the signal. We observed in a case study dataset that at high doublet rates, the minority cluster (K2) appeared to be completely misassigned by souporcell, and we replicated this in our benchmarking (Supplementary Fig. S1A). The true K2 cells were assigned as doublets, while the cells assigned as K2 were true doublets. In contrast, demuxSNP correctly identified the K2 group (Supplementary Fig. S1B). The assignment of a large proportion of doublets to a singlet group has the potential to confound downstream analysis, if not identified.

To investigate this further, we systematically tested whether doublet rate impacted imbalanced classification and whether demuxSNP’s supervised approach was more robust to assigning minority clusters when doublet rate increased compared to unsupervised methods. At lower doublet rates, demuxSNP, souporcell, and HTOreader performed comparably. However, at higher doublets rates (over 40%), both the precision and recall for souporcell and HTOreader reduced to zero (Fig. 3B). demuxSNP’s performance remained stable.

**Figure 3:**
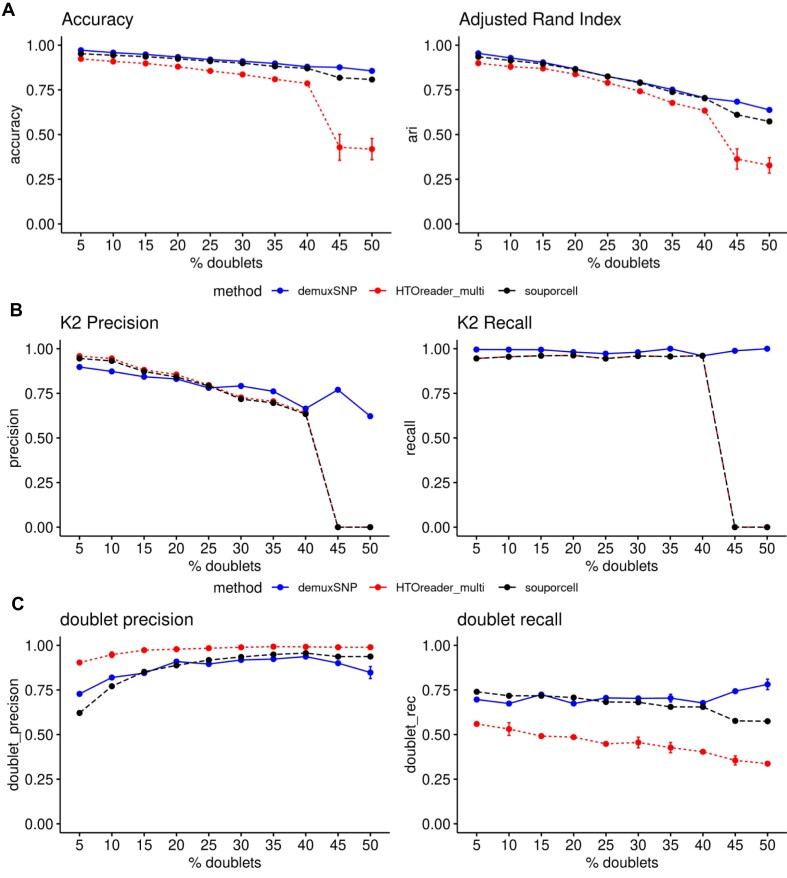
Comparison of hybrid and SNP-based methods. (A) demuxSNP (average of 5 runs ± SD) outperforms souporcell (single run, seed fixed) and HTOreader (average of 5 runs ± SD) for overall classification accuracy. (B) Precision and recall for classifying the minority cluster (K2). demuxSNP performance remains stable. (C) Precision and recall for classifying doublets (multisample).

Hybrid methods such as HTOreader and hadge can leverage genotype-free SNP-based methods, and so we next asked whether errors in genotype-free methods’ assignments would impact hybrid methods. HTOreader, using souporcell’s results for hybrid classification, reduced in performance at the same threshold as souporcell (Fig. 3A, B). When applied to the renal cell cancer dataset, we observed that this misassignment of a singlet cluster by souporcell resulted in a propagation of mismatches between hashing and SNP clusters when HTOreader integrated these results (Supplementary Fig. S2) as a one-to-one match does not exist, explaining the significant drop in overall performance observed in Fig. 3A compared to souporcell.

### SNP-based and hybrid methods assign multisample doublets with high precision and low recall

The ability to correctly identify doublets remains a challenge and has important implications for downstream analysis and experimental design considerations such as cell loading rate. In the context of demultiplexing, we differentiate between multisample doublets (containing cells from two or more different samples and generally referred to simply as doublets in the context of demultiplexing) and single-sample doublets (containing cells from only a single sample). Both may confound biological interpretation of the data if not removed, but only multisample doublets may be identified and removed by demultiplexing methods. The percentage of multisample to single-sample multiplets is related to the number of samples multiplexed (Supplementary Fig. S3A). In experiments with few multiplexed samples, a high percentage of the total doublets will be single-sample and not identifiable with demultiplexing. Conversely, for highly multiplexed experiments, most doublets will be multisample and so could, in theory, be removed using demultiplexing and further doublet removal steps not required or become less critical.

To test the doublet detection capabilities of different methods, we first calculated the numbers of doublets assigned against the true number of multisample doublets across each dataset. Typically, methods underclassified (multisample) doublets at a rate roughly proportional to the overall doublet rate (Supplementary Fig. S3B). We further tested the doublet precision and recall for different SNP-based and hybrid methods. We observed higher precision and lower recall across methods, with HTOreader generally scoring highest precision but lowest recall. Overall, SNPs and hybrid methods rarely classified singlets as doublets but often labeled doublets (multisample) as singlets. Although the doublet recall remains approximately constant, the negative impact of this increases with doublet rate and explains the reduced accuracy and ARI in Fig. 3A as doublet rate increases.

### demuxSNP overcomes demultiplexing challenges in case study dataset

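Leukocytes, sorted by the surface marker CD45, from 6 renal cell cancer samples were stained with 1 hashtag antibody per sample and pooled on 1 lane of a droplet-based 5′ single-cell assay. A hashtag antibody binds surface molecules that most leukocytes carry, and its DNA tag is counted to tell from which sample a cell came. Antibodies against surface proteins, 7 isotype controls among them, were counted in the same cells. The authors processed the reads with Cell Ranger 6.1.1 against GRCh38, and the values used here are raw UMI counts per feature and barcode, without normalization or removal of ambient counts. The lane holds 210320135 gene UMIs (median 6153 per barcode), 54960175 hashtag counts (median 1381) and 133856220 counts of the other antibodies (median 4226.5). The hashtag counts were normalized and demultiplexed with the functions and settings that the paper names. The lane is a single sample, so its cells are not replicates and no p-values are given. Shares carry exact (Clopper-Pearson) 95% binomial confidence intervals, medians carry 95% intervals from order statistics, and sums of counts carry exact 95% Poisson intervals. All of these cover counting error only. Which hashtag marks a kidney or a lung sample is not given in the sources used here, so these tissues were not compared. SNP calls need the aligned reads, which were not analysed here.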

We next demonstrate the utility of demuxSNP on a case study dataset containing cells from six genetically distinct samples from renal cell cancer. We identified features in the hashing counts indicating low hashing quality (Fig. 4A), including low signal-to-noise ratio (Hashtag 3,5), low signal (Hashtag2), and misaligned peaks (Hashtag5). 

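The 6 hashtags differed in how far the cells that carry them stood above the rest. Hashtag5 had the lowest signal, with a median count of 231 (222 to 239) in its own 1437 singlets, and a median background count of 5 in the singlets of the other hashtags. Its signal to background ratio, with 1 added to both medians, was 38.7 (37.2 to 40.0), and Hashtag3 had the next lowest at 46.9 (43.3 to 48.4). Hashtag3 reached a median of 890 counts in its own singlets, but its background median was 18. For Hashtag1 the signal median was 307 (293 to 321) and the ratio 61.6 (58.8 to 64.4). Hashtag4 and Hashtag6 had ratios of 132.1 (126.9 to 152) and 144 (141 to 155). The signal median of Hashtag2 was 991.5 (853 to 1122) over 402 singlets, and its ratio was 198.5 (171 to 225). On a log scale the signal of Hashtag2 was also the widest, from 68 counts at its 10th percentile to 3734.5 at its 90th. The antibodies took unequal parts of the hashtag counts: 58.1% went to Hashtag6 (tag GGTTGCCAGATGTCA), 20.1% to Hashtag3 (TTCCGCCTCTCTTTG) and 13.1% to Hashtag4 (AGTAAGTTCAGCGTA). Hashtag2 (TGATGGCCTATTGGG), Hashtag5 (AAGTATCGTTTCGCA) and Hashtag1 (GTCAACTCTTTAGCG) took 3.25%, 2.85% and 2.60%. The cutoff above which HTODemux calls a cell positive was 141 for Hashtag5, which is 61.0% of the median signal of its singlets. For the other hashtags the cutoff lay between 3.63% of that median (Hashtag2) and 26.3% (Hashtag3). Singlets are called from these cutoffs, which sets a floor under most of the signal of each hashtag.

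**Figure D1:**
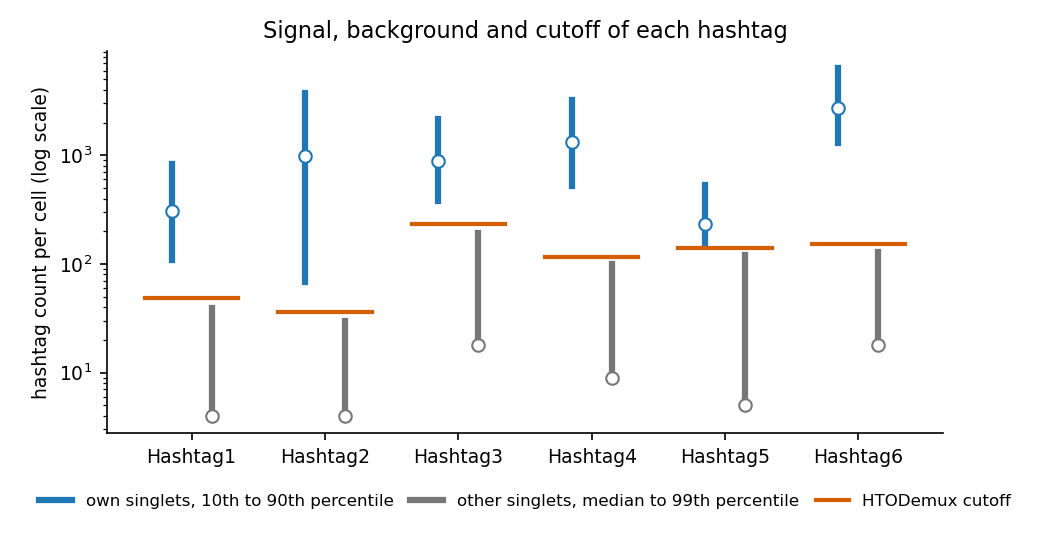
Hashtag counts per cell on a log axis for the 6 hashtags. Blue bars span the 10th to 90th percentile in the singlets of the hashtag with the median as a circle, gray bars the median to 99th percentile in singlets of the other hashtags, and orange lines the cutoffs; the Hashtag5 cutoff of 141 lies just under the 10th percentile of its signal, 146.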

We applied HTODemux (a popular hashing-based method), souporcell (a popular genotype-free SNP-based method), and demuxSNP and observed significant disagreement between assignments. Notably, HTODemux assigned a large number of hashing negative cells, and souporcell showed little agreement with HTODemux and demuxSNP in the Hashtag2 group (Fig. 4B).

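Of all barcodes, 12233 (59.1%) were singlets, 5985 (28.9%, 28.3 to 29.5) doublets and 2482 negatives. The Hashtag6 and Hashtag3 groups held the most singlets, 3536 and 3196, followed by Hashtag4 with 2114, Hashtag1 with 1548 and Hashtag5 with 1437. Hashtag2 was the smallest group, with 402 cells or 1.94% (1.76 to 2.14) of the barcodes. Doublets carry at least 2 hashtags, so each hashtag has a higher share in them: 26.4% against 3.29% of singlets for Hashtag2, 31.4% against 11.7% for Hashtag5 and 63.7% against 28.9% for Hashtag6. The median Hashtag2 count was 103 in doublets positive for it. Doublets held a median of 12848 gene UMIs per barcode, which is 2.37 times (2.28 to 2.49) the median of singlets. In 3898 doublets 2 hashtags were above their cutoffs, and in 2087 (34.9%) at least 3 were. Over 13 pairs of hashtags with at least 50 doublets expected from the sizes of the singlet groups, the observed number ranged from 0.473 times the expected one for Hashtag5 with Hashtag6 to 3.35 times (2.99 to 3.74) for Hashtag2 with Hashtag6. Hashtag2 singlets were 0.961% of barcodes under a negative binomial mixture.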

**Figure 4:**
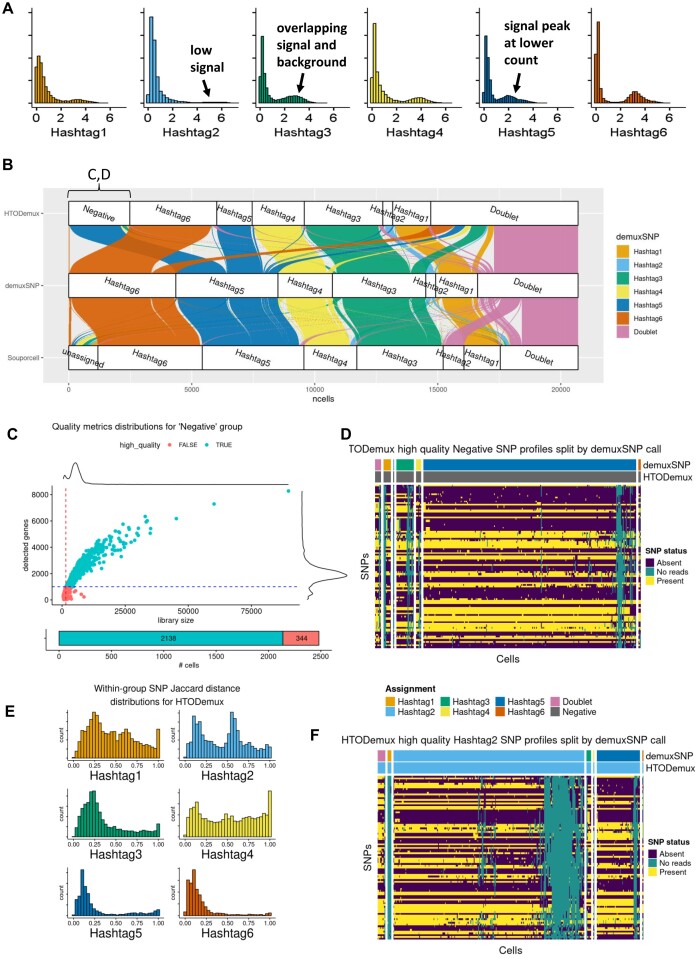
demuxSNP overcomes demultiplexing challenges on real data. (A) Hashing data contained features of low-quality hashing such as low signal, low signal-to-noise ratio, and unaligned signal peaks. (B) Most negatives called by HTODemux were assigned as Hashtag5 by demuxSNP and souporcell. Majority of Hashtag2 called by souporcell was called doublet by demuxSNP and HTODemux. (C) Quality metric distribution for HTODemux negative group. (D) SNP profiles of HTODemux negative group. (E) Distribution of binary distance matrix for HTODemux singlet group SNP profiles. (F) SNP profiles of HTODemux Hashtag2 group showed multiple SNP profiles.

We observed poor agreement between HTODemux, demuxSNP, and souporcell in the Hashtag2 group. Most cells assigned as Hashtag2 by HTODemux and demuxSNP were assigned to Hashtag4 or the doublet group by souporcell. A large number of cells (*n* = 1,043) assigned to the Hashtag2 group were consistently called doublets by demuxSNP and HTODemux, leading to significant potential for confounding downstream analysis steps. This is consistent with the behavior explored in Fig. 3B, where souporcell was unable to identify the minority cluster in datasets with high doublet rates. demuxSNP successfully identified the minority cluster due to its supervised classification approach.

A large number of cells (*n* = 2,582, >10% of the dataset) were assigned to the negative group by HTODemux, meaning that they could not be assigned due to their hashing quality. It was previously identified that cells with low hashing counts (negative) also had low RNA quality [4], and so we next asked whether these negative cells were truly low-quality cells. 

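The negatives made up 12.0% (11.6 to 12.4) of the barcodes, and most of them carried Hashtag5 at a level between background and cutoff. Their median Hashtag5 count was 69, or 48.9% of the cutoff and 11.7 times the background, with 1 added to both counts. The other hashtags stood at background in these cells. The median Hashtag3 count was 14 in negatives against 18 in singlets of other hashtags, and the median Hashtag6 count was likewise 14 against 18. For Hashtag1 and Hashtag2 the medians were 3 against 4, and for Hashtag4 they were 6 against 9. The 95th percentile of the negatives reached 131 counts for Hashtag5 and 156 for Hashtag3. The size of the negative group depended on the calling method: it was 20.4% of barcodes with the centered log ratio within each cell, 5.91% with MULTIseqDemux and 0.425% with a negative binomial mixture per hashtag, which left 39.0% of barcodes uncertain.

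**Figure D2:**
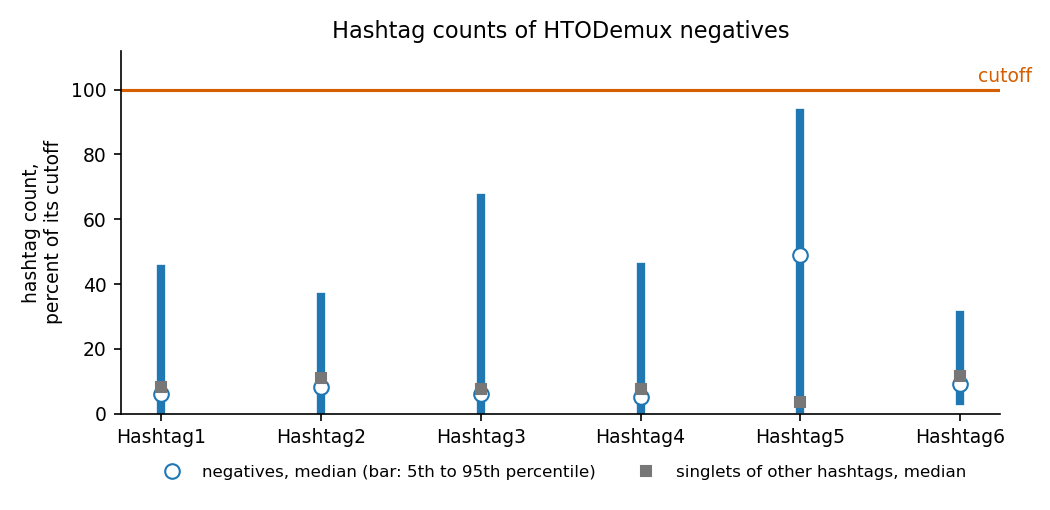
Count of each hashtag in the HTODemux negatives, as percent of the hashtag's cutoff (orange line). Circles are medians, blue bars span the 5th to 95th percentile, and gray squares are the medians in singlets of other hashtags; the Hashtag5 median sits at 48.9%, and the other medians at 9.09% or less.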

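The negatives were mostly T cells and B cells, with few cells named as macrophages. Among 2414 negatives with at least 200 detected genes, 65.1% (63.2 to 67.0) were T cell-like and 15.4% (14.0 to 16.9) B cell-like, by clusters named from marker genes such as CD3D, CD3E and TRAC or CD79A and MS4A1. In 11666 singlets, these shares were 54.7% (53.8 to 55.6) and 7.12% (6.66 to 7.61). Monocytes and macrophages, the phagocytes of blood and tissue, made up 1.95% (1.43 to 2.58) of the negatives against 14.9% (14.2 to 15.5) of the singlets. NK cells were 8.62% (7.53 to 9.81) of the negatives and 9.67% (9.14 to 10.2) of the singlets. Dendritic cells, which present antigen to T cells, were 1.62% and 3.67%, and cycling cells 2.94% and 2.05%. Epithelial cells with markers of renal carcinoma or tubule were rare in both, at 0.787% and 0.300%. In the singlets of Hashtag5, 48.5% (45.8 to 51.1) were T cells, 18.7% (16.7 to 20.9) B cells, 18.2% (16.2 to 20.3) monocytes or macrophages and 1.30% (0.770 to 2.04) NK cells. The T cell share of negatives lay below that of singlets under 3 other ways of calling: 32.6% against 53.8% with MULTIseqDemux, 10.7% against 53.4% with the mixture, and 55.4% against 57.8% when only barcodes of standard quality were called. It also did so, at 17.0% against 43.5%, when the cells with the most UMIs were left out and markers were counted by their fold over all other cells, a setting that left 54.5% of negatives and 22.4% of singlets unnamed. At a finer clustering with markers counted that way, the shares were 47.2% and 47.5%. Over all alternatives, monocytes and macrophages were 0.548% to 5.52% of negatives and 8.00% to 23.1% of singlets. NK cells turned to a higher share in negatives under 5 of them, among these 23.9% against 8.01% with MULTIseqDemux, 36.0% against 14.3% with the mixture and 12.7% against 9.23% with kmeans. Dendritic cells were 2.89% to 12.2% of singlets, and under the mixture they were 16.0% of negatives against 4.86% of singlets. Most alternatives kept a higher share of B cells and of cycling cells in negatives. Under the mixture B cells were 5.33% (1.47 to 13.1) of negatives against 7.86% of singlets. Cycling cells were 1.08% against 1.96% among cells that pass the quality thresholds. Without the cells with the most UMIs, they were 1.13% against 1.35%. At the main setting, 64 of the 71 cycling negatives lay in a cluster led by HAMP and PCLAF, and 7 in one led by MKI67. Hashtag5 singlets had 5 and 61 cells in these clusters, and Hashtag3 singlets 56 and 20. In the cluster led by HAMP and PCLAF, 6 genes of the monocyte list led, as did 6 of the cycling list. Unnamed clusters, which had leading genes of the macrophage list, held 64 negatives (2.65%) and 6.85% of singlets. The share of 1.95% for monocytes and macrophages counts neither and depends on how these cells are named.

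**Figure D3:**
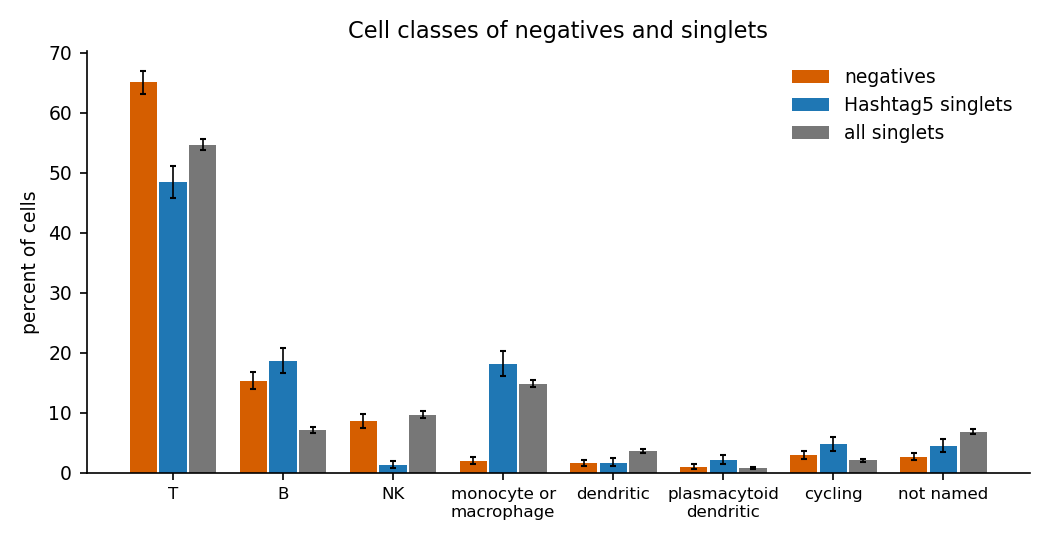
Percent of cells in each class among 2414 negatives, 1389 Hashtag5 singlets and 11666 singlets of all hashtags, with exact 95% binomial intervals as error bars. Monocytes and macrophages are 1.95% of the negatives and 18.2% of the Hashtag5 singlets.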

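The T cells among the negatives had a naive or memory-like expression profile. LEF1 (ENSG00000138795, chromosome 4 of GRCh38 from 108047545 to 108168956 in GENCODE 29), which encodes a transcription factor of naive T cells, stood 2.97-fold higher (2.74 to 3.21) than in T cells of all singlets, at 131 against 44.1 CPM. Of 7 genes of naive and memory T cells, 6 were at least 1.5-fold higher and 0 were lower. They include S1PR1, a receptor for exit from tissue (2.63-fold, 2.43 to 2.84), and the homing receptor CCR7 (2.59-fold, 2.49 to 2.69). Of 6 genes of tissue residency, 5 were lower. The residency factor ZNF683 stood at 0.0510 times the level in singlets (0.0319 to 0.0774), RGS1 at 0.286 times (0.271 to 0.302) and CD69 at 0.347 times (0.331 to 0.363). All 6 measured genes of antigen presentation were lower, led by their regulator CIITA at 0.296 times (0.172 to 0.477) and HLA-DRA at 0.512 times (0.484 to 0.540). Of 10 exhaustion and checkpoint genes 3 were lower, led by the B cell attractant CXCL13 at 0.237 times (0.213 to 0.264). Cytotoxic genes went both ways, with 3 of 10 higher (GNLY, 1.65-fold, 1.60 to 1.70) and 3 lower (IFNG, 0.0939 times, 0.0756 to 0.115). All 15 genes of dissociation and stress were lower, among them the heat shock genes HSPA6 at 0.0659 times (0.0571 to 0.0758) and HSPA1A at 0.0765 times (0.0722 to 0.0811). Of 10 interferon response genes 6 were lower, with IFIT2 at 0.0490 times (0.0437 to 0.0547).

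The singlets come from 6 samples and most negatives carry Hashtag5, so T cells of Hashtag5 singlets are the closer comparison. The 2 groups differ in their mix of T cells: the cluster led by PASK and LEF1 holds 947 of 1572 T cells of negatives and 178 of 673 of Hashtag5 singlets, and the cluster led by LAG3 holds 271 and 305. Against the T cells of Hashtag5 singlets, all 7 naive and memory genes were higher, such as LEF1 (2.36-fold, 2.06 to 2.70) and TCF7 (2.01-fold, 1.85 to 2.18). Of the exhaustion genes 9 of 10 were lower, such as CXCL13 at 0.141 times (0.125 to 0.158) and LAYN at 0.320 times (0.270 to 0.378). All 9 measured cytotoxic genes were lower, such as GZMB at 0.470 times (0.451 to 0.490), and so were all 5 measured antigen presentation genes. RNA of the B cell marker CD79A was also lower, at 0.144 times (0.114 to 0.180), so RNA of other cell types enters these sums. Doublets within 1 sample cannot be seen from hashtags and stay among the singlets. How far they shape these ratios, or those against all singlets, was not tested. Of 5 measured residency genes 3 were lower, led by CXCR6 at 0.488 times (0.443 to 0.537), and CD69 was higher (1.61-fold, 1.48 to 1.75), but at 1.27-fold (1.16 to 1.38) it was not in the negatives with Hashtag5 on top alone. The stress genes turned: 6 of 13 were higher, such as FOSB (2.78-fold, 2.36 to 3.29), and 0 were lower. In the negatives with Hashtag5 on top alone they went both ways, with 3 of 12 higher (FOS, 1.79-fold) and 2 lower (HSPA1A, 0.632 times). Of 7 measured interferon genes 3 were lower and 0 higher against all Hashtag5 singlets, while IFIT2 and the stress gene HSPA6 had log2 ratios of 0.52 and 0.71 there.

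T cells of the negatives were compared with T cells of all singlets over 9649 genes with at least 200 summed counts. Of these, 93 were at least 2-fold higher and 665 at least 2-fold lower in the negatives, with a median log2 ratio of 0.02. Against Hashtag5 singlets fewer genes, 6945, could be compared, and 33 were higher and 152 lower, with a median log2 ratio of -0.17. In the comparison with all singlets, the sums hold 8222901 UMIs of 1572 negatives and 33911654 UMIs of 6383 singlets. Genes with the highest ratios include LZTS3, PCBP3, CALD1, ACTN1, PASK, GCNT4, SLC22A17, ADTRP and SESN3, from 5.24-fold to 3.55-fold. Against Hashtag5 singlets ACTN1, LZTS3, PASK and PCBP3 stayed past 2-fold (log2 ratios of 1.84, 1.46, 1.16 and 1.14), and SLC22A17, SESN3 and ADTRP did not (0.98, 0.75 and 0.47). The 10 genes with the lowest ratios were TPSAB1, CH25H, IFIT2, ZNF683, POU3F1, TPSB2, RHEBL1, MDGA1, HSPA6 and IL1R2. TPSAB1 and TPSB2, which encode the tryptases of mast cells, had 0 counts in T cells of the negatives and 366 and 216 counts in T cells of singlets.

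**Figure D4:**
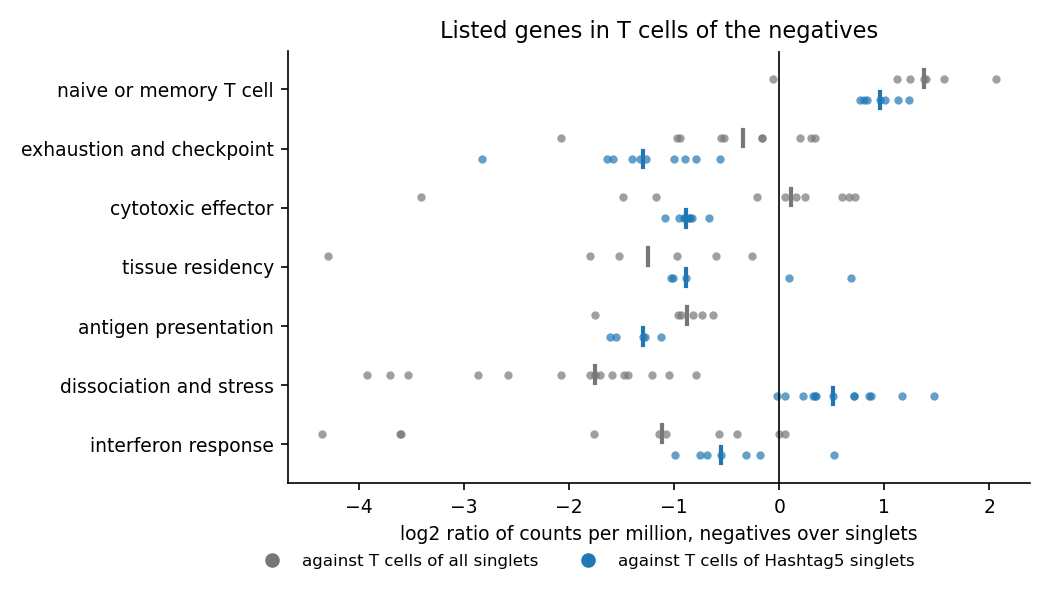
Log2 ratio of CPM, T cells of negatives over T cells of all singlets (gray) or of Hashtag5 singlets (blue). Each point is a listed gene and each bar the median of its list; the naive or memory medians are 1.37 and 0.96, and the stress medians -1.75 and 0.51.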

We plotted standard quality control metrics, library size, and number of detected features for each negative cell. We observed that the majority (2,138 out of 2,482, 86%) pass standard scRNA-seq quality checks (Fig. 4C). 

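Most negatives were cells of standard RNA content, above all those with Hashtag5 as their top hashtag. Of the negatives, 86.1% (84.7 to 87.5) had at least 1500 UMIs and at least 1000 detected genes, and 344 did not. They held a median of 5176.5 UMIs and 1868.5 genes per cell, and singlets a median of 5420 UMIs and 1971 genes. Negatives with Hashtag5 on top held fewer, 5446 UMIs and 1927 genes, than Hashtag5 singlets, with 7714 and 2596. The share that passed was 81.8% (81.1 to 82.5) among singlets, so negatives passed more often than singlets did. Between hashtags the share ran from 64.6% (62.5 to 66.6) for Hashtag4 singlets and 69.1% (66.8 to 71.4) for Hashtag1 singlets to 90.7% (89.1 to 92.2) for Hashtag5 and 91.8% (90.8 to 92.7) for Hashtag6. Negatives with Hashtag5 as their top hashtag passed in 92.3% (91.0 to 93.4), and the other negatives in 59.2% (54.6 to 63.7). Genes of the mitochondrial chromosome, which take a larger part of the RNA in damaged cells, gave a median of 4.54% of UMIs in negatives and 4.73% in singlets. The share that passed was 54.5% among the 88 negatives of the negative binomial mixture. The paper had asked whether negative cells are truly of low quality, and it answers from the metrics of Fig. 4C.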

We visualized SNP profiles from the HTODemux negative group, coloring cells by the HTODemux and demuxSNP classification and splitting by the demuxSNP classification, and observed a consistent SNP profile in each reassigned group. 

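Hashtag5 was the top hashtag in 2021 negatives (81.4%, 79.8 to 82.9), by the highest centered log ratio value. Hashtag3 was on top in 178, Hashtag1 in 96, Hashtag4 in 89, Hashtag2 in 85 and Hashtag6 in 13. Whether a cell with Hashtag5 on top stayed negative differed between cell types. Of 3380 such cells, negatives and Hashtag5 singlets together, 58.9% (57.2 to 60.6) were negative. The share was 83.3% (74.9 to 89.8) in NK cells, 67.9% (65.8 to 69.9) in T cells and 58.1% (54.1 to 62.0) in B cells, but 9.96% (6.72 to 14.1) in monocytes and macrophages and 8.33% (3.12 to 17.3) in cycling cells. Within T cells it was 83.8% (81.5 to 85.9) in the cluster led by PASK, SESN3 and LEF1, 46.9% (42.7 to 51.0) in the cluster led by the checkpoint receptor gene LAG3, and 19.0% (10.2 to 30.9) in the cluster of regulatory T cells, with CCR8, LAYN and CTLA4 among its leading genes.

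Surface proteins of these T cells differed between the negatives and the Hashtag5 singlets. The median count of CD279 (PD-1), a receptor of activated and exhausted T cells, was 31 (29 to 33) in 1423 negatives and 146 (122 to 169) in 673 Hashtag5 singlets. CD38, an activation marker, had medians of 26 (24 to 28) and 62 (52 to 67), and the memory marker CD45RO 51 (48 to 54) and 85 (80 to 88). CD69 had medians of 15 (14 to 15) and 20 (18 to 20). All proteins together had medians of 2413 (2357 to 2446) and 3416 (3311 to 3521), and CD45RA, at 6 and 6, did not exceed the highest isotype control. CD4 was higher in the negatives, at 45 (43 to 46) against 16 (12 to 29). The median of Hashtag5 itself was 86 (83 to 88) and 187 (180 to 193). In B cells, IgD, the receptor class of naive B cells, had medians of 28 (24 to 32) in 361 negatives and 2 (2 to 3) in 260 singlets. CD23, the protein that FCER2 encodes, had medians of 6 (5 to 6) and 7 (6 to 7) in these B cells. It did not exceed the highest isotype control, so the higher FCER2 RNA was not seen as protein. The genes with the highest ratios in B cells of the negatives were CD200 (6.49-fold, 5.00 to 8.54), COL19A1 (6.16-fold, 4.55 to 8.51), FCER2 (4.82-fold, 3.75 to 6.27) and TCL1A (3.76-fold, 3.22 to 4.42), the last 2 expressed by naive B cells. Those with the lowest were the chemokine gene CCL22 (0.0160 times, 0.00328 to 0.0474) and the antibody gene IGHG2 (0.0237 times, 0.0146 to 0.0365). CD279, CD38, CD45RO, CD45RA, CD69, IgD and CD23 were chosen after RNA values had been seen. Of the 2021 negatives, MULTIseqDemux called 1715 (84.9%, 83.2 to 86.4) Hashtag5 and a negative binomial mixture 1469 (72.7%, 70.7 to 74.6), but a quantile of 0.95 gave 44.4%, kmeans 26.2%, and with the centered log ratio within each cell 99.8% stayed negative. Hashtag5 was on top in 25.0% of the negatives of MULTIseqDemux and in 13.6% of those of the mixture.

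**Figure D5:**
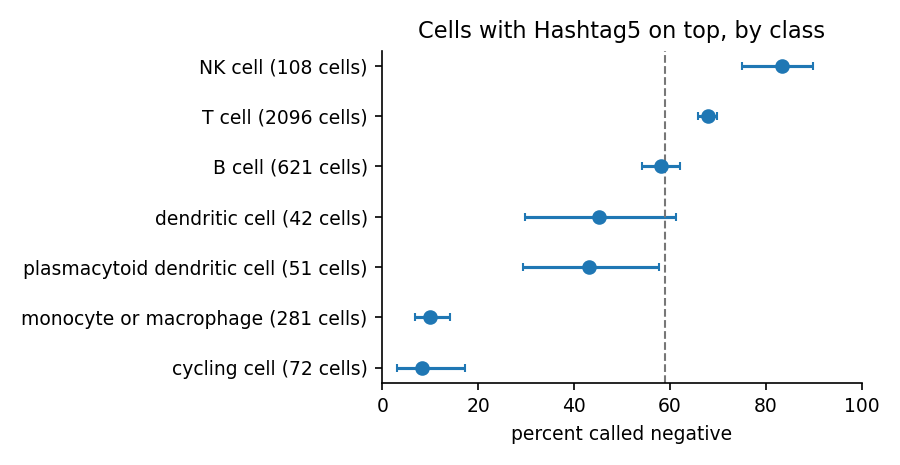
Percent of cells with Hashtag5 on top that HTODemux called negative, by cell class, with exact 95% binomial intervals. The dashed line is the 58.9% over all classes; NK cells lie above it at 83.3%, and monocytes and macrophages below it at 9.96%.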

Most cells were reassigned to Hashtag5, consistent with the souporcell and demuxSNP annotations. We compared the dissimilarity of the reassigned cells to the SNP profile of the sample they were assigned to using Jaccard distance (Supplementary Fig. S4A). A clear signal can be observed with the lowest distance between reassigned cells and the corresponding SNP profile.

We examined binary distance distributions of singlet group SNP profiles. The presence of a multimodal or bimodal distribution indicated cells from multiple biological samples (Fig. 4E). Singlet groups where a bimodal distribution was evident tended to have fewer cells called the same by HTODemux and demuxSNP. We observed highest proportions of agreed assignments between HTODemux and demuxSNP on hashtags with unimodal SNP distance distributions at 0.86, 0.75, and 0.90 for Hashtags 1, 2, and 4 compared to 0.92, 0.96, and 0.94 for Hashtags 3, 5, and 6, respectively. 

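The 402 cells called Hashtag2 were mostly T cells and cells of 2 clusters that the naming rule left without a name. T cells made up 52.4% (47.2 to 57.6) of the 374 Hashtag2 cells with enough detected genes, NK cells 6.95% (4.59 to 10.0) and B cells 4.28% (2.46 to 6.85), while 31.6% (26.9 to 36.5) fell into the 2 unnamed clusters. Of these cells, 101 lay in a myeloid-like cluster led by APOBEC3A, IL1RN and AQP9, in which 9 genes of the macrophage list led, and 17 in a cluster led by mitochondrial genes such as MT-ND6 and MT-CO3, in which 10 did. The second hashtag of a Hashtag2 cell was Hashtag5 in 148 cells (36.8%), ahead of Hashtag1 and Hashtag4, and by raw count it was most often Hashtag6 (183 cells). Its count exceeded the 95th percentile of the singlets of other hashtags in 23.1% (19.1 to 27.6) of the Hashtag2 cells. That share was 25.1% (22.9 to 27.4) in Hashtag5 singlets, 23.2% (21.8 to 24.6) in Hashtag6 singlets and 12.8% (11.4 to 14.3) in Hashtag4 singlets. In 4 of the 402 cells (0.995%, 0.272 to 2.53), the only hashtag above its cutoff was not the one the cell was named after. The same held for 80 Hashtag5 singlets (5.57%, 4.44 to 6.88). MULTIseqDemux called 304 (75.6%) of the 402 cells Hashtag2, 42 Hashtag5, 22 doublets and 33 negative. The mixture called 198 (49.3%) Hashtag2 and 71 doublets, and left 133 uncertain. The centered log ratio within each cell gave 226 (56.2%) Hashtag2 and 174 negative. More stayed Hashtag2 with kmeans, 372 (92.5%), and at a quantile of 0.95, 330 (82.1%). The share with a second hashtag above background was 8.09% when the quantile of HTODemux was 0.95.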

We visualized the SNP profiles of HTODemux Hashtag2, the group with poorest agreement between HTODemux and demuxSNP, and observed multiple SNP profiles. The main SNP profile was called consistently Hashtag2 by both HTODemux and demuxSNP. The remaining cells were reassigned by demuxSNP, mostly to Hashtag5 (Fig. 4F). Again, we compared the similarity of SNP profiles of the reassigned cells with the inferred SNP profiles (Supplementary Fig. S4B). The majority of cells showed the most similarity to Hashtag2, followed by other hashtags to a lesser extent. By leveraging both SNP and hashing modalities, demuxSNP increased the number of assigned cells that would have otherwise been labeled as negatives, as well as reassigning cells misassigned due to hashing quality.

## Discussion

Multiplexing is primarily a cost reduction measure now used in most single-cell experiments, allowing greater utilization of high-throughput assays. However, large numbers of negative, uncertain, or misassigned cells resulting from suboptimal demultiplexing reduce its effectiveness. Accurate assignment of cells to their original sample through demultiplexing is critical to interpretation of downstream analysis, minimizing wasted data through misclassified or unclassified cells, as well as maintaining confidence in the technique as a cost-saving measure to allow larger-scale experiments. To this end, we make key contributions compared to existing hashing- and SNP-based methods.

The dependence of hashing demultiplexing performance on hashing quality has been reported previously [20,6], yet many current solutions to this problem have focused on more advanced modeling of the counts data to optimize detection of signal from noise or consensus-type approaches. We proposed a novel method applicable to genetically distinct samples utilizing cell hashing and SNPs, overcoming dependence on hashing data quality by assigning hashing negative, uncertain, or doublet cells based on their SNP profiles. This results in overall improvements in classification performance, as well as assignment of hashing negatives, which may consist of a considerable proportion of the data.

We showed systematic biases in genotype-free SNP-based methods such as souporcell and the implications for hybrid methods that utilize them. Despite being performant in many scenarios [30], souporcell’s unsupervised classification results in systematic flaws in identifying minority clusters at high doublet rates, misclassifying doublets in place of the minority singlet group. While suggested as a potential limitation of a similar method previously [10], we believe this is the first time the problem has been described in greater detail. Additionally, errors in misassigning minority clusters such as this impact hybrid methods such as HTOreader, which leverage third-party SNP-based methods for classification. HTOreader was shown to be beneficial for demultiplexing in the case of a missing hashtag group [15], an application where it may be preferred over demuxSNP, as demuxSNP requires hashing to infer the cluster SNP profiles. However, we showed that demuxSNP is generally more performant, specifically in situations where genotype methods misassign a sample. Our benchmarking results suggest a threshold of 40% doublets after which minority clusters are missed, but this is likely dependent on other experimental factors and warrants future benchmarking. For example, we observed misassignment of a minority cluster by souporcell in the application dataset with an estimated 16–24% doublets based on the number of recovered cells [31]. We went on to show that the demuxSNP’s supervised method is more robust to doublet rate and class size imbalance.

Challenges persist for SNP-based and hybrid demultiplexing in terms of doublet identification, with a higher doublet rate resulting in reduced overall performance for demuxSNP, souporcell, and HTOreader. Both SNP-based and hybrid methods consistently show high precision and low recall for classifying doublets, indicating that downstream doublet detection remains a necessary step even if the ratio of multisample to single-sample doublets is high, particularly when incorporating an experimental design targeting a high cell loading rate.

demuxSNP provides a framework for how both SNP and hashing data can be combined to optimize demultiplexing. As a result, an obvious limitation then exists that the method is only applicable to genetically distinct biological samples, and so cross-validating demultiplexing results from genetically similar biological samples remains a challenge in the field. Unlike other SNP-based methods [10, 12], due to the use of binary distance measures, demuxSNP’s algorithm does not distinguish between homozygous and heterozygous SNP loci, and so it is not suitable for applications where heterozygosity is important such as discriminating between closely related genotypes. Additionally, as demuxSNP relies on hashing data to infer the SNP profile of each sample, this places an upper limit on the number of multiplexed samples where it can be used to demultiplex. As single-modality SNP-based methods do not require hashing, they allow for greater sample multiplexing to be considered during experimental design.

More generally, benchmarking hashing demultiplexing methods in scRNA-seq poses many challenges. First, defining ground truth is nontrivial. In the absence of a tool to simulate realistic hashing data, SNP-based demultiplexing methods have been used to define ground truth to benchmark hashing methods [6, 7]. Consequently, any biases inherent in the SNP-based method will be reflected in the benchmarking results. Second, and following on from this, it is not feasible to generate sufficient benchmarking datasets to evaluate changes in experimental conditions such as doublet rate, number of samples, and sample imbalance. This results in conclusions that are difficult to generalize, seen particularly in differing evaluations of the performance of Seurat HTODemux function between benchmarking studies [6,7]. In contrast, for benchmarking of SNP-based methods, strategies to simulate SNPs from real data have been developed elsewhere [14] and have been successful in evaluating the impact of factors such as doublet rate and ambient RNA content. This furthers the need for tools that allow realistic simulation of hashing counts, such as those used for simulating scRNA-seq data [32] to make more comprehensive benchmarking studies feasible.

The full impact of demultiplexing errors in published studies is difficult to estimate. Repositories for high-throughput sequencing data, including dbGaP, often require raw data such as FASTQ files to be submitted on a per-sample basis. For single-cell datasets that are typically multiplexed, this means that most data published in repositories are post-demultiplexing, and it is not possible to reproduce and reanalyze the scRNA-seq demultiplexing steps. Given the widespread use of multiplexing in scRNA-seq, this means most published studies are not fully reproducible. Additionally, in light of the limitations of existing demultiplexing methods we have reported, it is possible published data may include significant errors in cell assignment. The opportunity to quality control (QC) or reevaluate the integrity of the demultiplexing solution retrospectively is lost as the multiplexed data are not published. Furthermore, by only publishing demultiplexed data, which may have excluded large numbers of cells that were unassigned, there is considerable loss of valuable scRNA-seq data to the community.

A recent development that acknowledges the role multiplexing plays in the future of single-cell studies was the release of the “multi” functionality in CellRanger [33], the bioinformatics pipeline used to analyze data from the popular 10X Genomics single-cell platform using a Gaussian mixture model. While the exact model used has not, to our knowledge, been independently benchmarked, mixture model-type methods have shown to be more consistently performant in this study and elsewhere. However, this approach may come with some disadvantages. Previously, demultiplexing was carried out as part of downstream analysis, where the hashing quality could be reviewed and visualized and different algorithms tested. The incorporation of this step within the CellRanger pipeline will streamline downstream analysis but may consequently impede recovery of negative cells or identification of misassigned cells. Ongoing efforts to optimize laboratory protocols and workflows [34, 35] to improve data quality or alternative labeling technologies [36] less susceptible to nonspecific binding will be key in resolving this.

## Conclusion

Overall, we have shown that a multimodal framework allows demuxSNP to recover hashing negative cells, reassign cells miscalled by hashing algorithms based on their SNP profile, and overcome class size imbalance and doublet rate issues incurred by genotype-free SNP-based methods and hybrid methods that leverage them. The workflow has been implemented in the R/Bioconductor package demuxSNP, providing additional functionality for assisting in SNP selection and selecting training data. The package provides interoperability with the Bioconductor SingleCellExperiment class.

## Methods

### demuxSNP workflow

1. SNPs are filtered to those located within genes expressed across most cells in the dataset (optional).
2. VarTrix [37] uses the filtered SNP list to call SNPs in each cell.
3. Probabilistic hashing methods are leveraged to determine high-confidence singlets.
4. Labels from high-confidence singlets are used to infer multivariate mode per group and train a nearest-neighbor classifier based on adapted Jaccard distance and predict negative, uncertain, and doublet cells.

### Adapting Jaccard binary distance metric for missing data

Jaccard distance is a common distance measure that can be applied to binary data. Where *n* is the contingency matrix between two binary vectors and *a = n*_11_, *b = n*_01_, and *c = n*_10_, then the Jaccard index *j* is

\begin{eqnarray*}
j = a/\left( {a + b + c} \right).
\end{eqnarray*}

This can be computed using the matrix product where *m* is the binarized matrix for SNP locations supporting the alternative allele such that

\begin{eqnarray*}
a &=& m\ x\ {m}^T,\\
b &=& \left( {1 - m} \right)x\ {m}^T,\\
c &=& m\ x\ ( {1 - {m}^T} ).
\end{eqnarray*}

The standard implementation of Jaccard distance does not take into account missing values—in this case, whether a read was present at a given SNP location. To account for this, we perform an additional element-wise multiplication step on each side of the matrix product such that locations where no SNP read is present in either of the two vectors being compared are not counted. The above can be adapted to remove missing data where $p$ is the binary matrix for whether there are reads at a given SNP location such that

\begin{eqnarray*}
a &=& ( {m*p} )\ x\ ( m*p)^T,\\
b &=& ( {( {1 - m} )*p} )\ x\ ( {m*p)^T} ,\\
c &=& ( {m*p} )\ x\ ( {( {1 - m} )*p)^T} .
\end{eqnarray*}

To further mitigate the impact of missing data on classification, the multivariate mode is computed for each sample to infer a more complete SNP profile. Doublet profiles are calculated from singlet SNP profiles. As we calculate the distance between each cell to be predicted and the inferred centroids (training data), rather than between all cells, the final implementation looks like

\begin{eqnarray*}
a &=& \left( {{m}_{\textit{train}}*{p}_{\textit{train}}} \right)\ x\ {\left( {{m}_{\textit{predict}}*{p}_{\textit{predict}}} \right)}^T,\\
b &=& \left( {\left( {1 - {m}_{\textit{train}}} \right)*{p}_{\textit{train}}} \right)\ x\ {\left( {{m}_{\textit{predict}}*{p}_{\textit{predict}}} \right)}^T,\\
c &=& ( {{m}_{\textit{train}}*{p}_{\textit{train}}} )\ x\ {( {( {1 - {m}_{\textit{predict}}} )*{p}_{\textit{predict}}} )}^T.
\end{eqnarray*}

SNPs may be filtered to reduce computational cost. We provide additional data to show robustness to subsetting to SNPs within most commonly expressed genes (Supplementary Fig. S5). VarTrix [37] was used in consensus mode to call SNPs in single cells with default settings. High-confidence cells were determined using demuxmix with an acceptance threshold of 0.75. Classes of cells denoted as uncertain, negative, or doublet were then predicted using nearest neighbors.

## Datasets

### Single-cell RNA sequencing of renal cell cancer dataset

Single-cell RNA-seq experiments were performed by the Brigham and Women’s Hospital Center for Cellular Profiling. Sorted cells were stained with a distinct barcoded antibody (Cell-Hashing antibody, TotalSeq-C; Biolegend). After washing, the stained cells were resuspended in 0.4% bovine serum albumin in phosphate-buffered saline at a concentration of 2,000 cells per μL, then loaded onto a single lane (Chromium chip K; 10X Genomics), followed by encapsulation in a lipid droplet (Single Cell 5′ kit V2; 10X Genomics), followed by cDNA and library generation according to the manufacturer’s protocol. A 5′ mRNA library was sequenced targeting an average of 50,000 reads per cell, and a protein (hashtags) library was sequenced to an average of 15,000 reads per cell, all using Illumina Novaseq.

### Simulated datasets

#### Data preparation

Ground truth was obtained from a multiplexed renal cell cancer experiment by applying demuxmix [24] with a high acceptance threshold to generate a list of barcodes associated with each sample. From this, an individual bam file was generated per group using subset-bam [38], which formed the basis for SNP simulation.

#### SNP simulation

For the aligned reads, we followed the simulation strategy of Weber et al. [14] leveraging samtools [39]. Briefly, beginning with a single bam file per biological sample, a suffix was added to each cell barcode to identify cells from that group. The bam files were then merged. To simulate doublets, a lookup file was generated whereby randomly selected barcodes from a fixed number of cells were each renamed to the barcode from a different cell.

#### Hashing simulation

Low-quality hashing/uncertain cells were removed as part of the data preparation step. Using the same lookup file generated in the previous step, RNA and hashing counts for each doublet pair described in the lookup file were merged, and the sum of their respective RNA and hashing counts was retained. To replicate low-quality hashing data, the hashing signal was scaled down.

Percent simulated doublets included both single-sample and multisample doublets. For the purposes of measuring demultiplexing performance, single-sample multiplets were considered singlets and multisample multiplets considered doublets, as demultiplexing methods are only capable of identifying multisample doublets, and single-sample doublets are indistinguishable from true singlets. Data simulation steps and analysis are incorporated into an adaptable and reproducible Nextflow [40] pipeline.

### Demultiplexing summary statistics

Number of singlets, doublets, negatives, their percentages, and number of multiplexed samples were recorded from 14 recent datasets from the Harvard T.H. Chan School of Public Health Bioinformatics Core. Hashing demultiplexing was carried out using HTODemux. SNP demultiplexing was carried out using Freemuxlet.

### Benchmarking methods

souporcell [12, 26] was applied to the case study and simulated datasets using 1000 Genomes common variants [10], skipping remapping with default parameters. For direct comparison in simulated benchmarking, the filtered SNP list, as generated by souporcell, was used as input for demuxSNP. cellhashR [20, 21] “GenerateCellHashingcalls” was used to accommodate use of multiple algorithms [4, 20, 22, 24] and ensure consistency across preprocessing.

### Renal cell cancer case study

demuxSNP was applied using common variants from 1000 Genomes with >5% frequency filtered to SNPs located within the top 100 commonly expressed genes. souporcell was applied using default parameters and common variants supplied from 1000 Genomes common variants with >5% frequency. Hashing data were normalized using the centered log ratio method from NormalizeData() and demultiplexed using HTODemux with default parameters. Low-quality cells were determined as those with fewer than 1,500 UMIs (unique molecular identifiers) per cell and 1,000 genes per cell.

Visualization of SNP profiles within and between groups provided a useful assessment of whether misassigned cells are present in the data. Plotted as a heatmap, distinct SNP profiles appeared within groups. Quantifying the genetic variability within each assigned group allowed for assessment of the demultiplexing results. We used the “vegdist” function from the vegan [41] package to calculate the binary Jaccard distance between cells within the same assigned group. Homogeneous groups (containing mostly cells from a single sample) appeared unimodal, whereas groups containing misassigned cells from different groups were more heterogeneous and appeared multimodal.

Plots were generated using ComplexHeatmap [42], ggpubr [43], and ggalluvial [44].

## Availability of Source Code and Requirements

1. Bioconductor:

Project name: demuxSNP

Project homepage: https://doi.org/doi:10.18129/B9.bioc.demuxSNP [27]

Operating system(s): Windows, MacOS, Linux

Programming language: R

Other requirements: VarTrix

License: GNU GPL 3.0

biotoolsID: demuxSNP

RRID: SCR_025,703

DOI: https://doi.org/doi:10.18129/B9.bioc.demuxSNP

2. Workflow:

Project name: demux-doublet-simulation

Project homepage: https://workflowhub.eu/workflows/1160 [18]

Operating system(s): Linux

Programming language: Nextflow, Bash, R

Other Requirements: Nextflow, Slurm Workload Manager, Environment Modules, Apptainer, Conda

License: Creative Commons 4.0

DOI: https://doi.org/10.48546/workflowhub.workflow.1160.2

3. GitHub for software:

Project name: demuxSNP

Project homepage: https://github.com/michaelplynch/demuxSNP/tree/main [45]

Operating system(s): Windows, MacOS, Linux

Programming language: R

Other requirements: N/A

License: GNU GPL 3

PID:swh:1:snp:277a881b370531cd76c6e2235be60e3fb23f2b87

4. GitHub for benchmarking datasets:

Project name: demuxSNP-benchmarking-datasets

Project homepage: https://github.com/michaelplynch/demuxSNP-benchmarking-datasets [46]

Operating system(s): Windows, MacOS, Linux

Programming language: R

Other requirements: N/A

License: GNU GPL 3

PID: swh:1:snp:430acb307f302cec54e28fd1f3a086930b14f517

5. GitHub for figures:

Project name: demuxSNP-paper-figures

Project homepage: https://github.com/michaelplynch/demuxSNP-paper-figures [47]

Operating system(s): Windows, MacOS, Linux

Programming language: R

Other requirements: N/A

License: GNU GPL 3

PID: swh:1:snp:b0395ee3802e07f0a3b5142f9bb1fcffa42c64de

## Additional Files

**Supplementary Fig. S1**. Alluvial plot comparing ground truth with souporcell and demuxSNP assignment at 45% doublets.

**Supplementary Fig. S2**. HTOreader cluster assignment.

**Supplementary Fig. S3**. Doublet assignment considerations.

**Supplementary Fig. S4**. Distance heatmap for HTODemux Negative and Hashtag2 groups.

**Supplementary Fig. S5**. Accuracy for demuxSNP and souporcell depending on number of genes used to subset SNP list.

**Supplementary Table S1**. Demultiplexing summary statistics for a sample of 14 datasets.

## Abbreviations

scRNA-seq: single-cell RNA sequencing; SNP: single-nucleotide polymorphism; ARI: adjusted Rand index; QC: quality control; UMI: unique molecular identifier.

## Competing Interests

The authors have declared no competing interests.

## Supplementary Material

giae090_Supplementary_Files

giae090_Authors_Response_To_Reviewer_Comments

giae090_GIGA-D-24-00194_Original_Submission

giae090_GIGA-D-24-00194_Revision_1

giae090_GIGA-D-24-00194_Revision_2

giae090_Response_to_Reviewer_Comments_Original_Submission

giae090_Reviewer_1_Report_Original_Submission Lei Li -- 6/19/2024

giae090_Reviewer_1_Report_Revision_1 Lei Li -- 9/30/2024

giae090_Reviewer_2_Report_Original_Submission Haynes Heaton, MD -- 6/30/2024

giae090_Reviewer_2_Report_Revision_1 Haynes Heaton, MD -- 10/10/2024

## Data Availability

Raw and processed multiplexed sequencing data generated in this study (renal cell cancer dataset) are available from the Gene Expression Omnibus (GEO) accession GSE267835. Processed benchmarking data for 5–50% doublets are accessible as SingleCellExperiment objects through an R data package [46].

# Supplementary material for: demuxSNP: supervised demultiplexing single-cell RNA sequencing using cell hashing and SNPs
**Source:** Gigascience. 2024 Nov 28;13:giae090. doi: 10.1093/gigascience/giae090
**Supplement:** giae090_Supplementary_Files

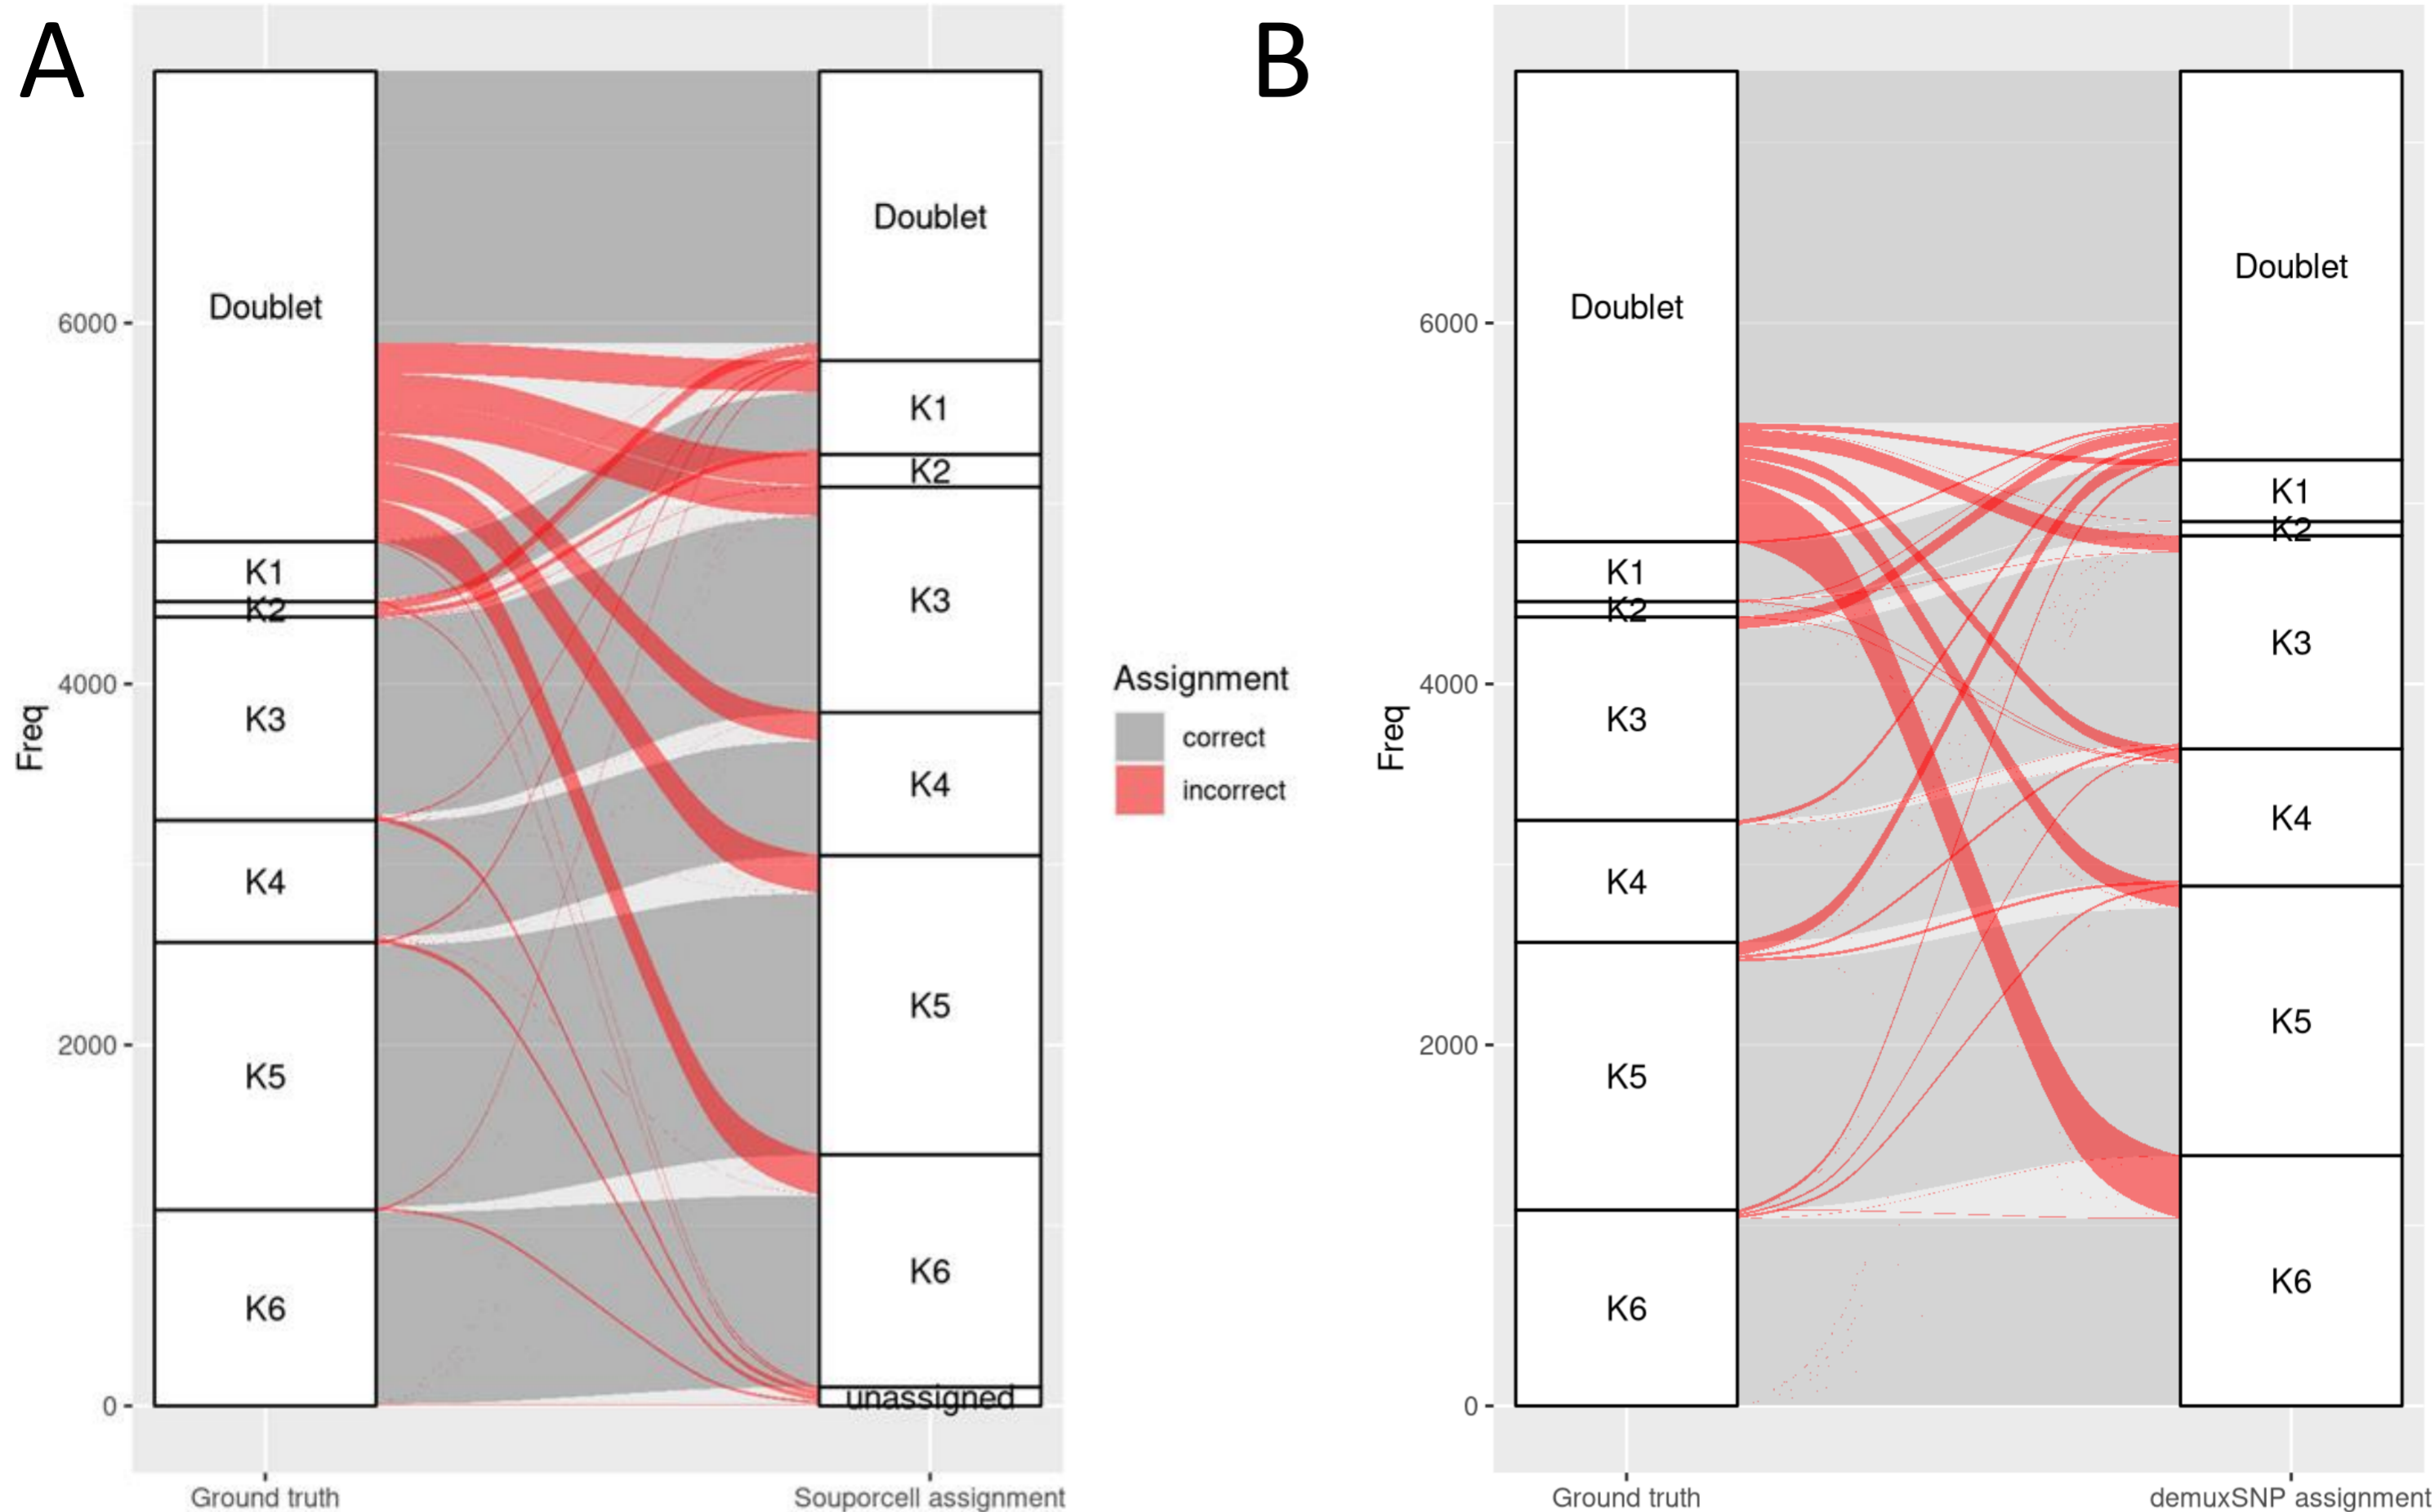

Supplementary Figure 1. (A) Comparison of souporcell assignment with ground truth. K2 group is mostly misassigned as Doublet. (B) Comparison of demuxSNP assignment with ground truth.

Alt text: Assignments for souporcell (A) and demuxSNP (B) compared with ground truth using alluvial plots.

A

Souporcell labels

| HTOreader (hashing) labels |          | 2    | 3   | 4    | 5    | 7    | 0    | Doublet | unassigned |
|----------------------------|----------|------|-----|------|------|------|------|---------|------------|
|                            | Hashtag1 | 1235 | 2   | 12   | 4    | 3    | 2    | 38      | 143        |
|                            | Hashtag2 | 2    | 1   | 1    | 163  | 4    | 1    | 109     | 47         |
|                            | Hashtag3 | 4    | 17  | 2904 | 5    | 7    | 3    | 50      | 245        |
|                            | Hashtag4 | 3    | 2   | 10   | 1636 | 9    | 7    | 55      | 290        |
|                            | Hashtag5 | 2    | 2   | 4    | 3    | 3272 | 1    | 35      | 130        |
|                            | Hashtag6 | 2    | 6   | 1    | 5    | 2    | 3367 | 47      | 95         |
|                            | Doublet  | 168  | 797 | 456  | 249  | 682  | 810  | 2796    | 165        |
|                            | Negative | 58   | 21  | 121  | 87   | 152  | 49   | 30      | 71         |

B

HTOreader (multi) labels

| HTOreader (hashing) labels |          | doublet | Hashtag1 | Hashtag2 | Hashtag3 | Hashtag4 | Hashtag5 | Hashtag6 | unassigned |
|----------------------------|----------|---------|----------|----------|----------|----------|----------|----------|------------|
|                            | Doublet  | 2796    | 168      | 249      | 456      | 682      | 797      | 810      | 165        |
|                            | Hashtag1 | 0       | 1235     | 0        | 0        | 0        | 0        | 0        | 204        |
|                            | Hashtag2 | 0       | 0        | 163      | 0        | 0        | 0        | 0        | 165        |
|                            | Hashtag3 | 0       | 0        | 0        | 2904     | 0        | 0        | 0        | 331        |
|                            | Hashtag4 | 0       | 0        | 0        | 0        | 9        | 0        | 0        | 2003       |
|                            | Hashtag5 | 0       | 0        | 0        | 0        | 0        | 2        | 0        | 3447       |
|                            | Hashtag6 | 0       | 0        | 0        | 0        | 0        | 0        | 3367     | 158        |
|                            | Negative | 0       | 58       | 87       | 121      | 152      | 21       | 49       | 101        |

Supplementary Figure 2. Hybrid methods may inherit misclassifications from genotype methods. Data shown is from ccRCC application dataset. (A) Cross tabulation of HTOreader (hashing) and souporecell. (B) Cross tabulation of HTOreader (multi) and souporecell assignments.

Alt text: Contingency tables. (A) Comparison of HTOreader hashing with souporecell labels. Due to minority cluster misassignment, a 1:1 match does not exist between the two sets of labels. (B) Comparison of HTOreader hashing with HTOreader multi. Lack of 1:1 matching results in two clusters being misassigned.

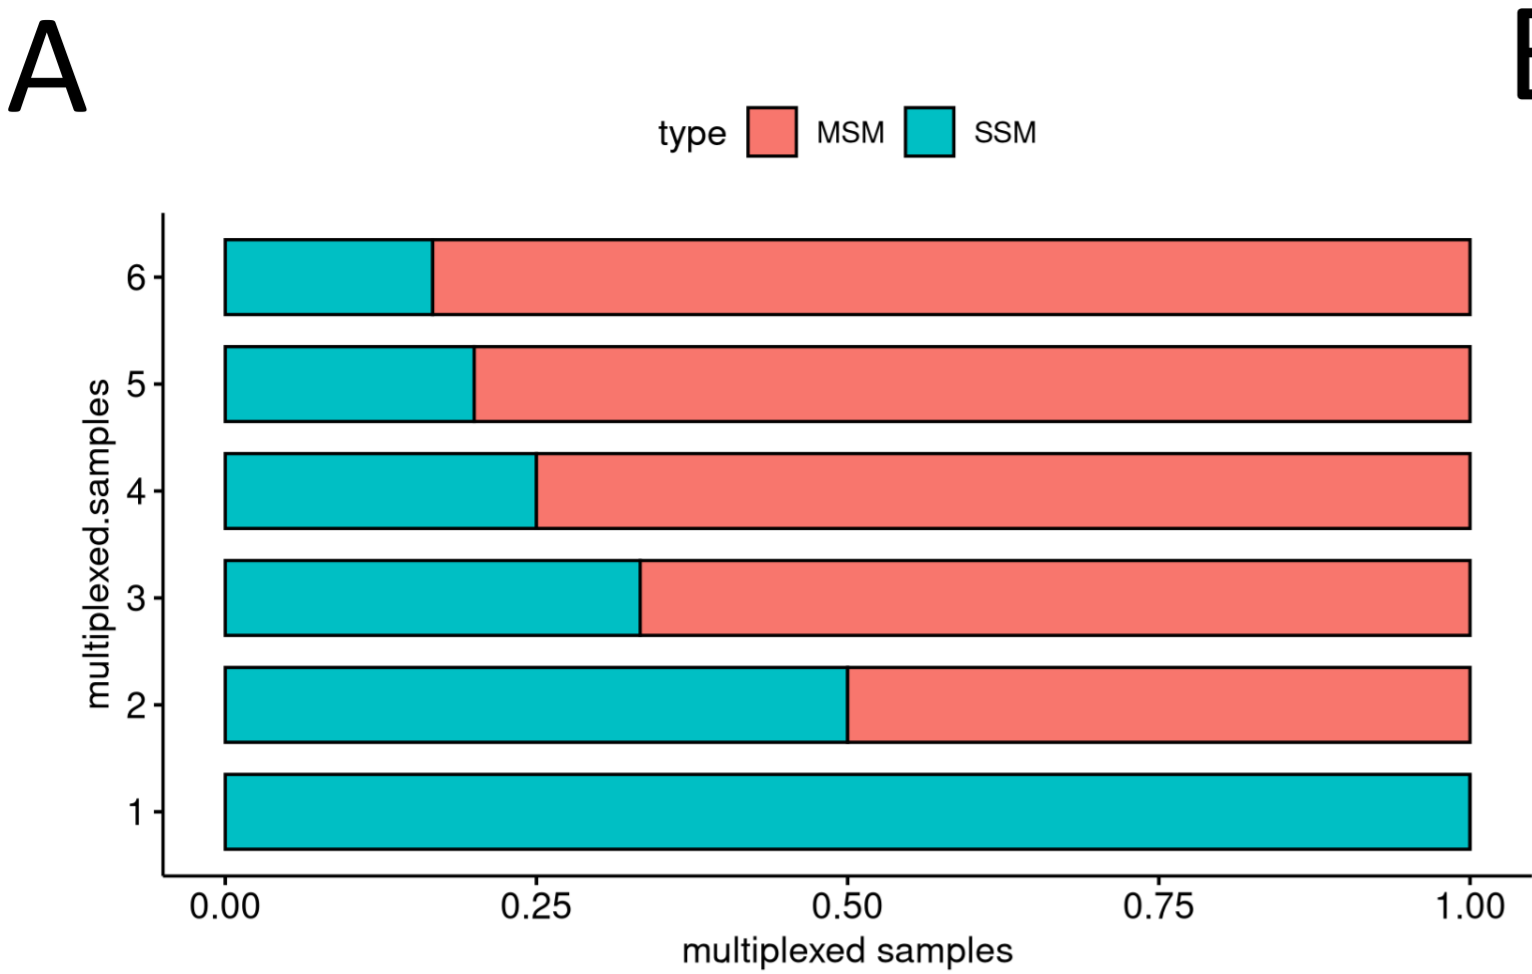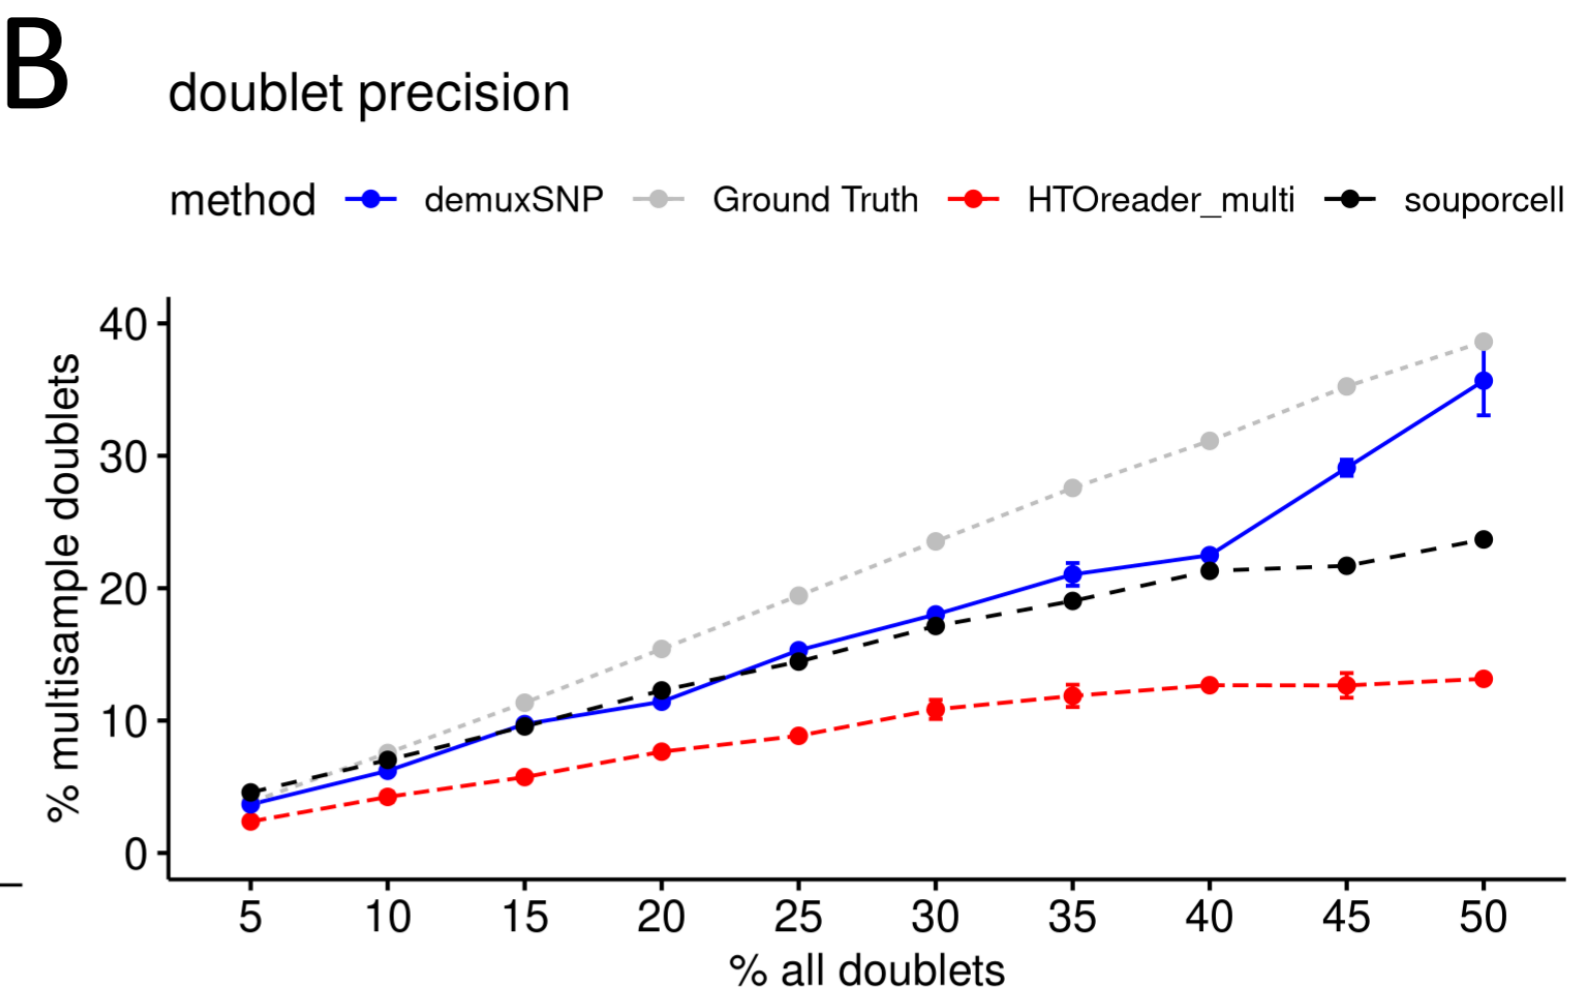

Supplementary Figure 3. Doublet classification. (A) Percentage of multi sample (MSM) vs single sample (SSM) multiplets is dependent on number of multiplexed samples. (B) Methods typically under call multi-sample multiplets relative to ground truth.  
Alt text: (A) Bar plot showing approximate percent of single-sample multiplets for one to six multiplexed samples (approximately 1/number of samples). (B) Line graph comparing detected doublets vs true number of multi-sample multiplets for 0-50% total doublets. All methods under call doublets.

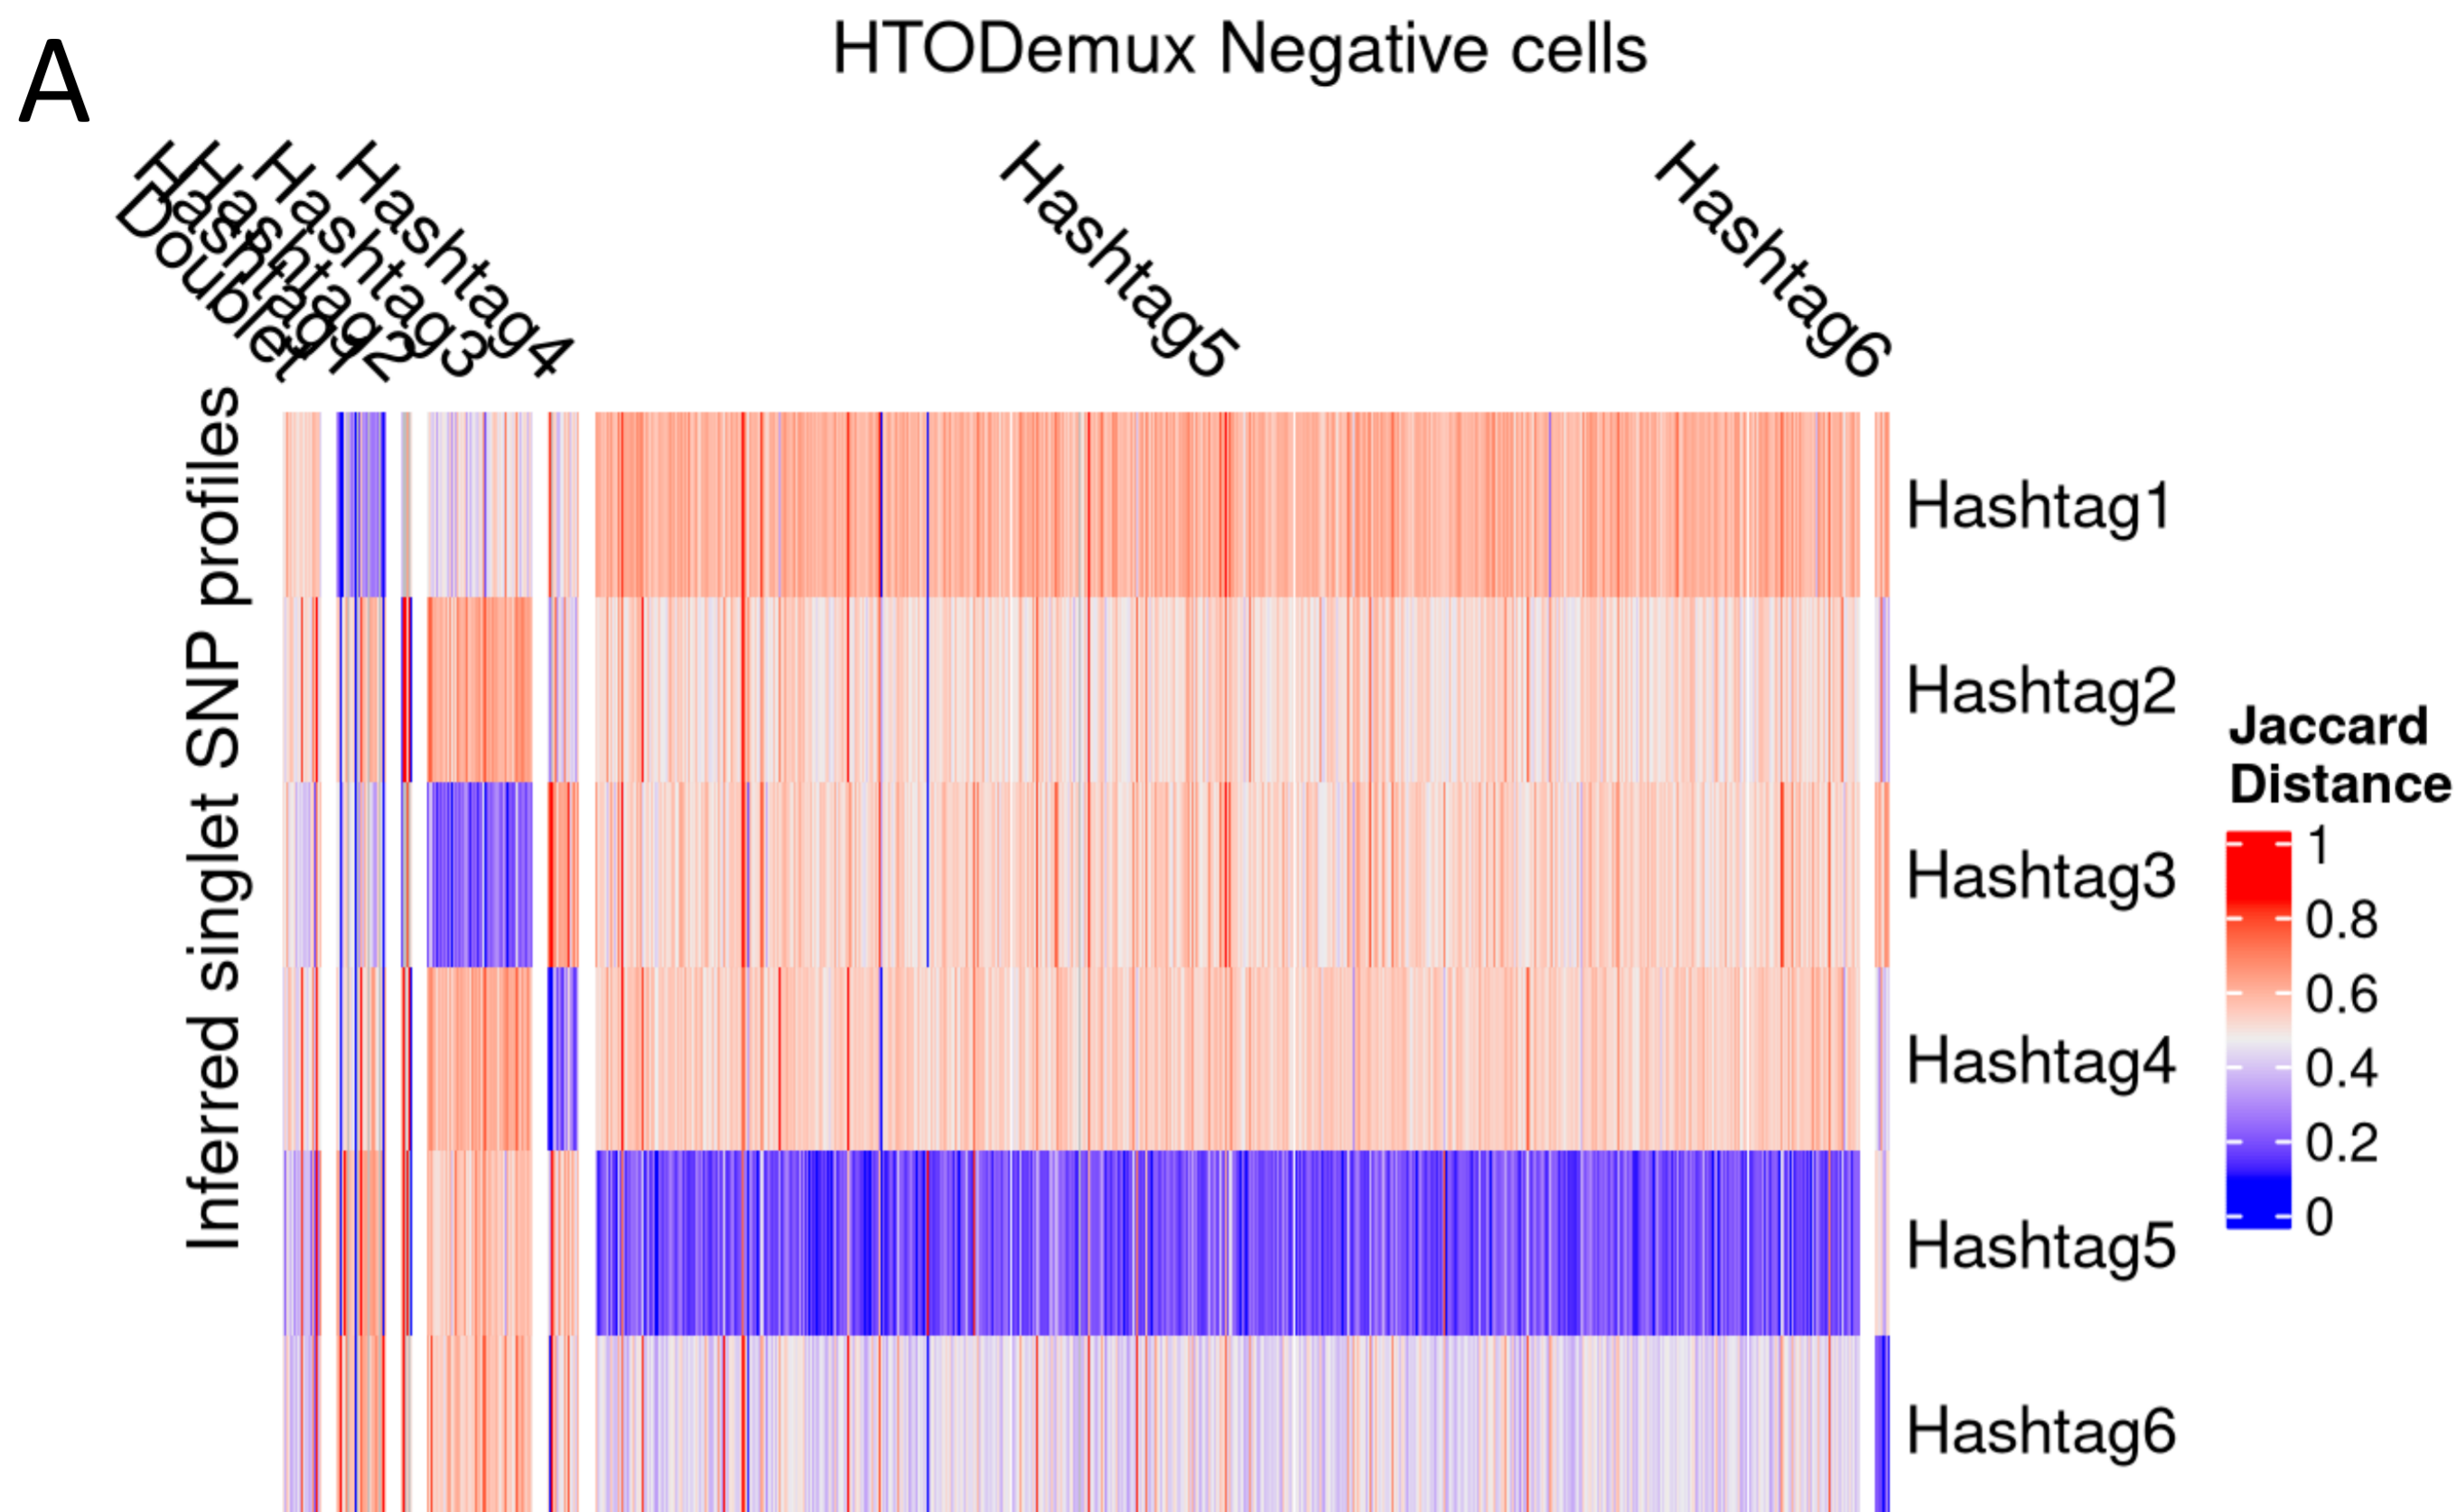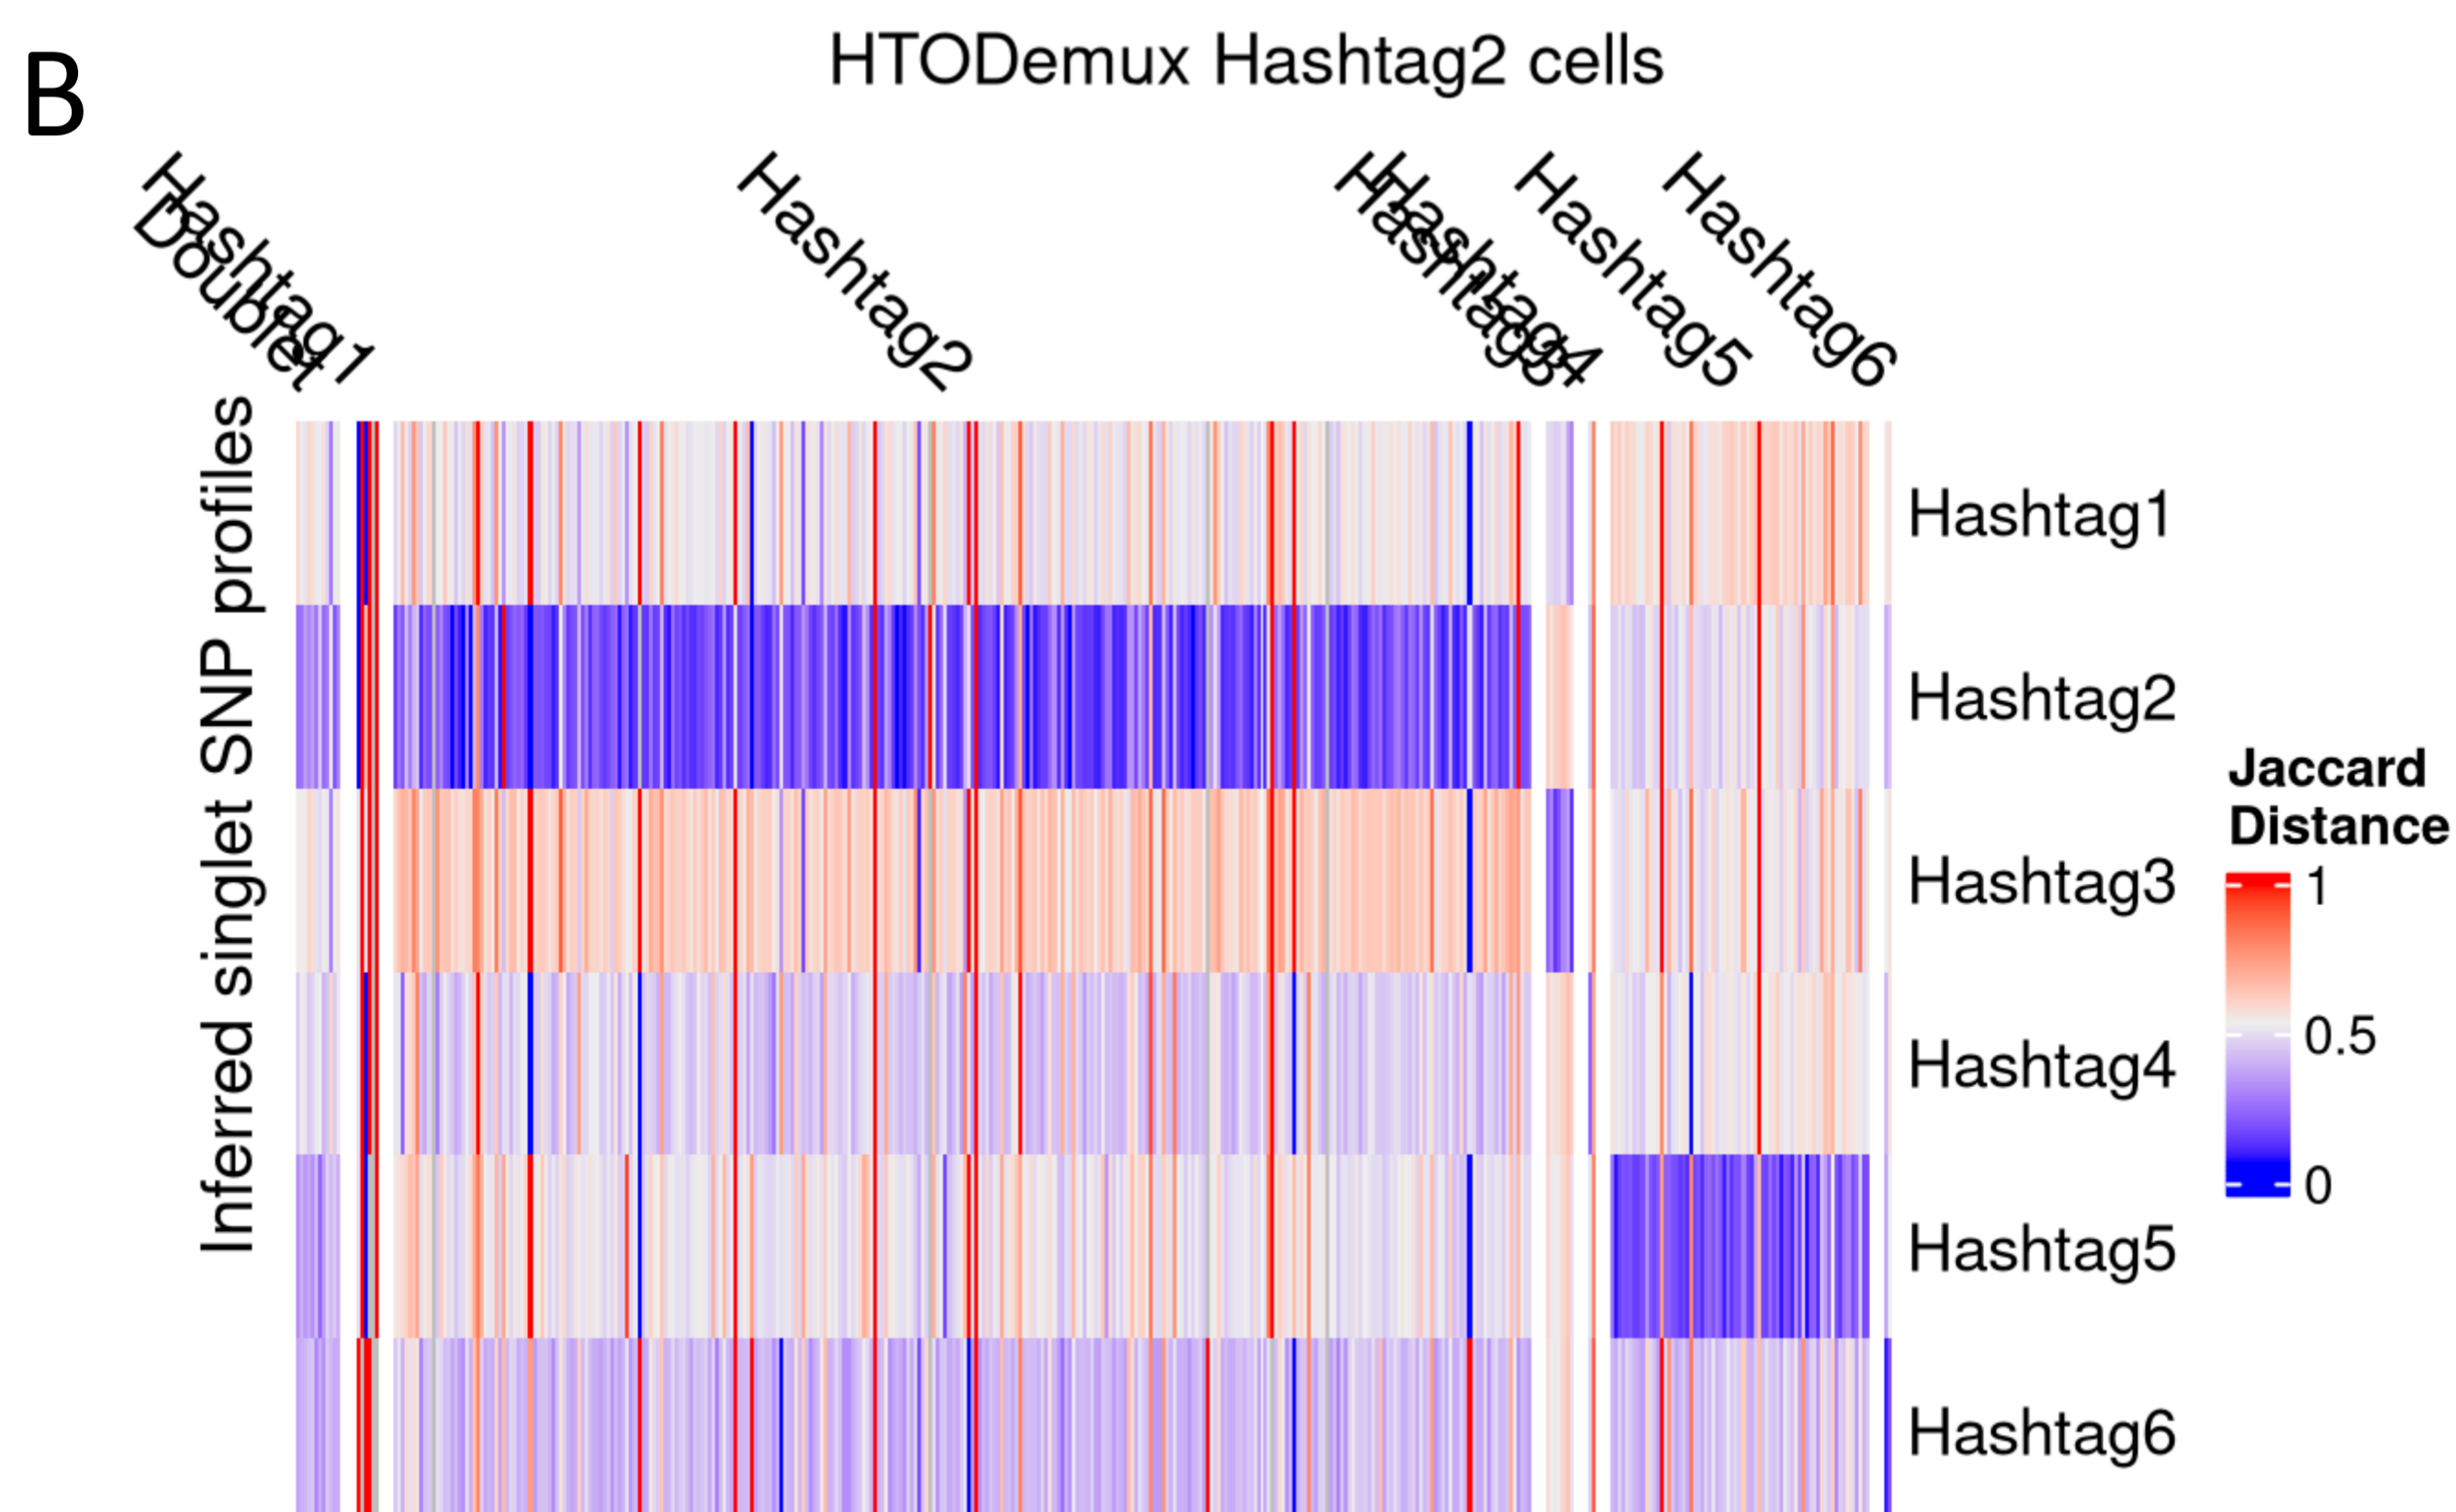

Supplementary Figure 4. Cell reassignment using Jaccard distances between SNPs. (A) Distance between cells in HTODemux Negative group and inferred SNP profiles split by demuxSNP assignment. (B) Distance between cells in HTODemux Hashtag2 group and inferred SNP profiles split by demuxSNP assignment

Alt text: Heatmaps used to show distance between cell's SNPs and inferred SNP profiles for HTODemux Negative and HTODemux Hashtag 2 groups. Cells are reassigned to the group with lowest distance.

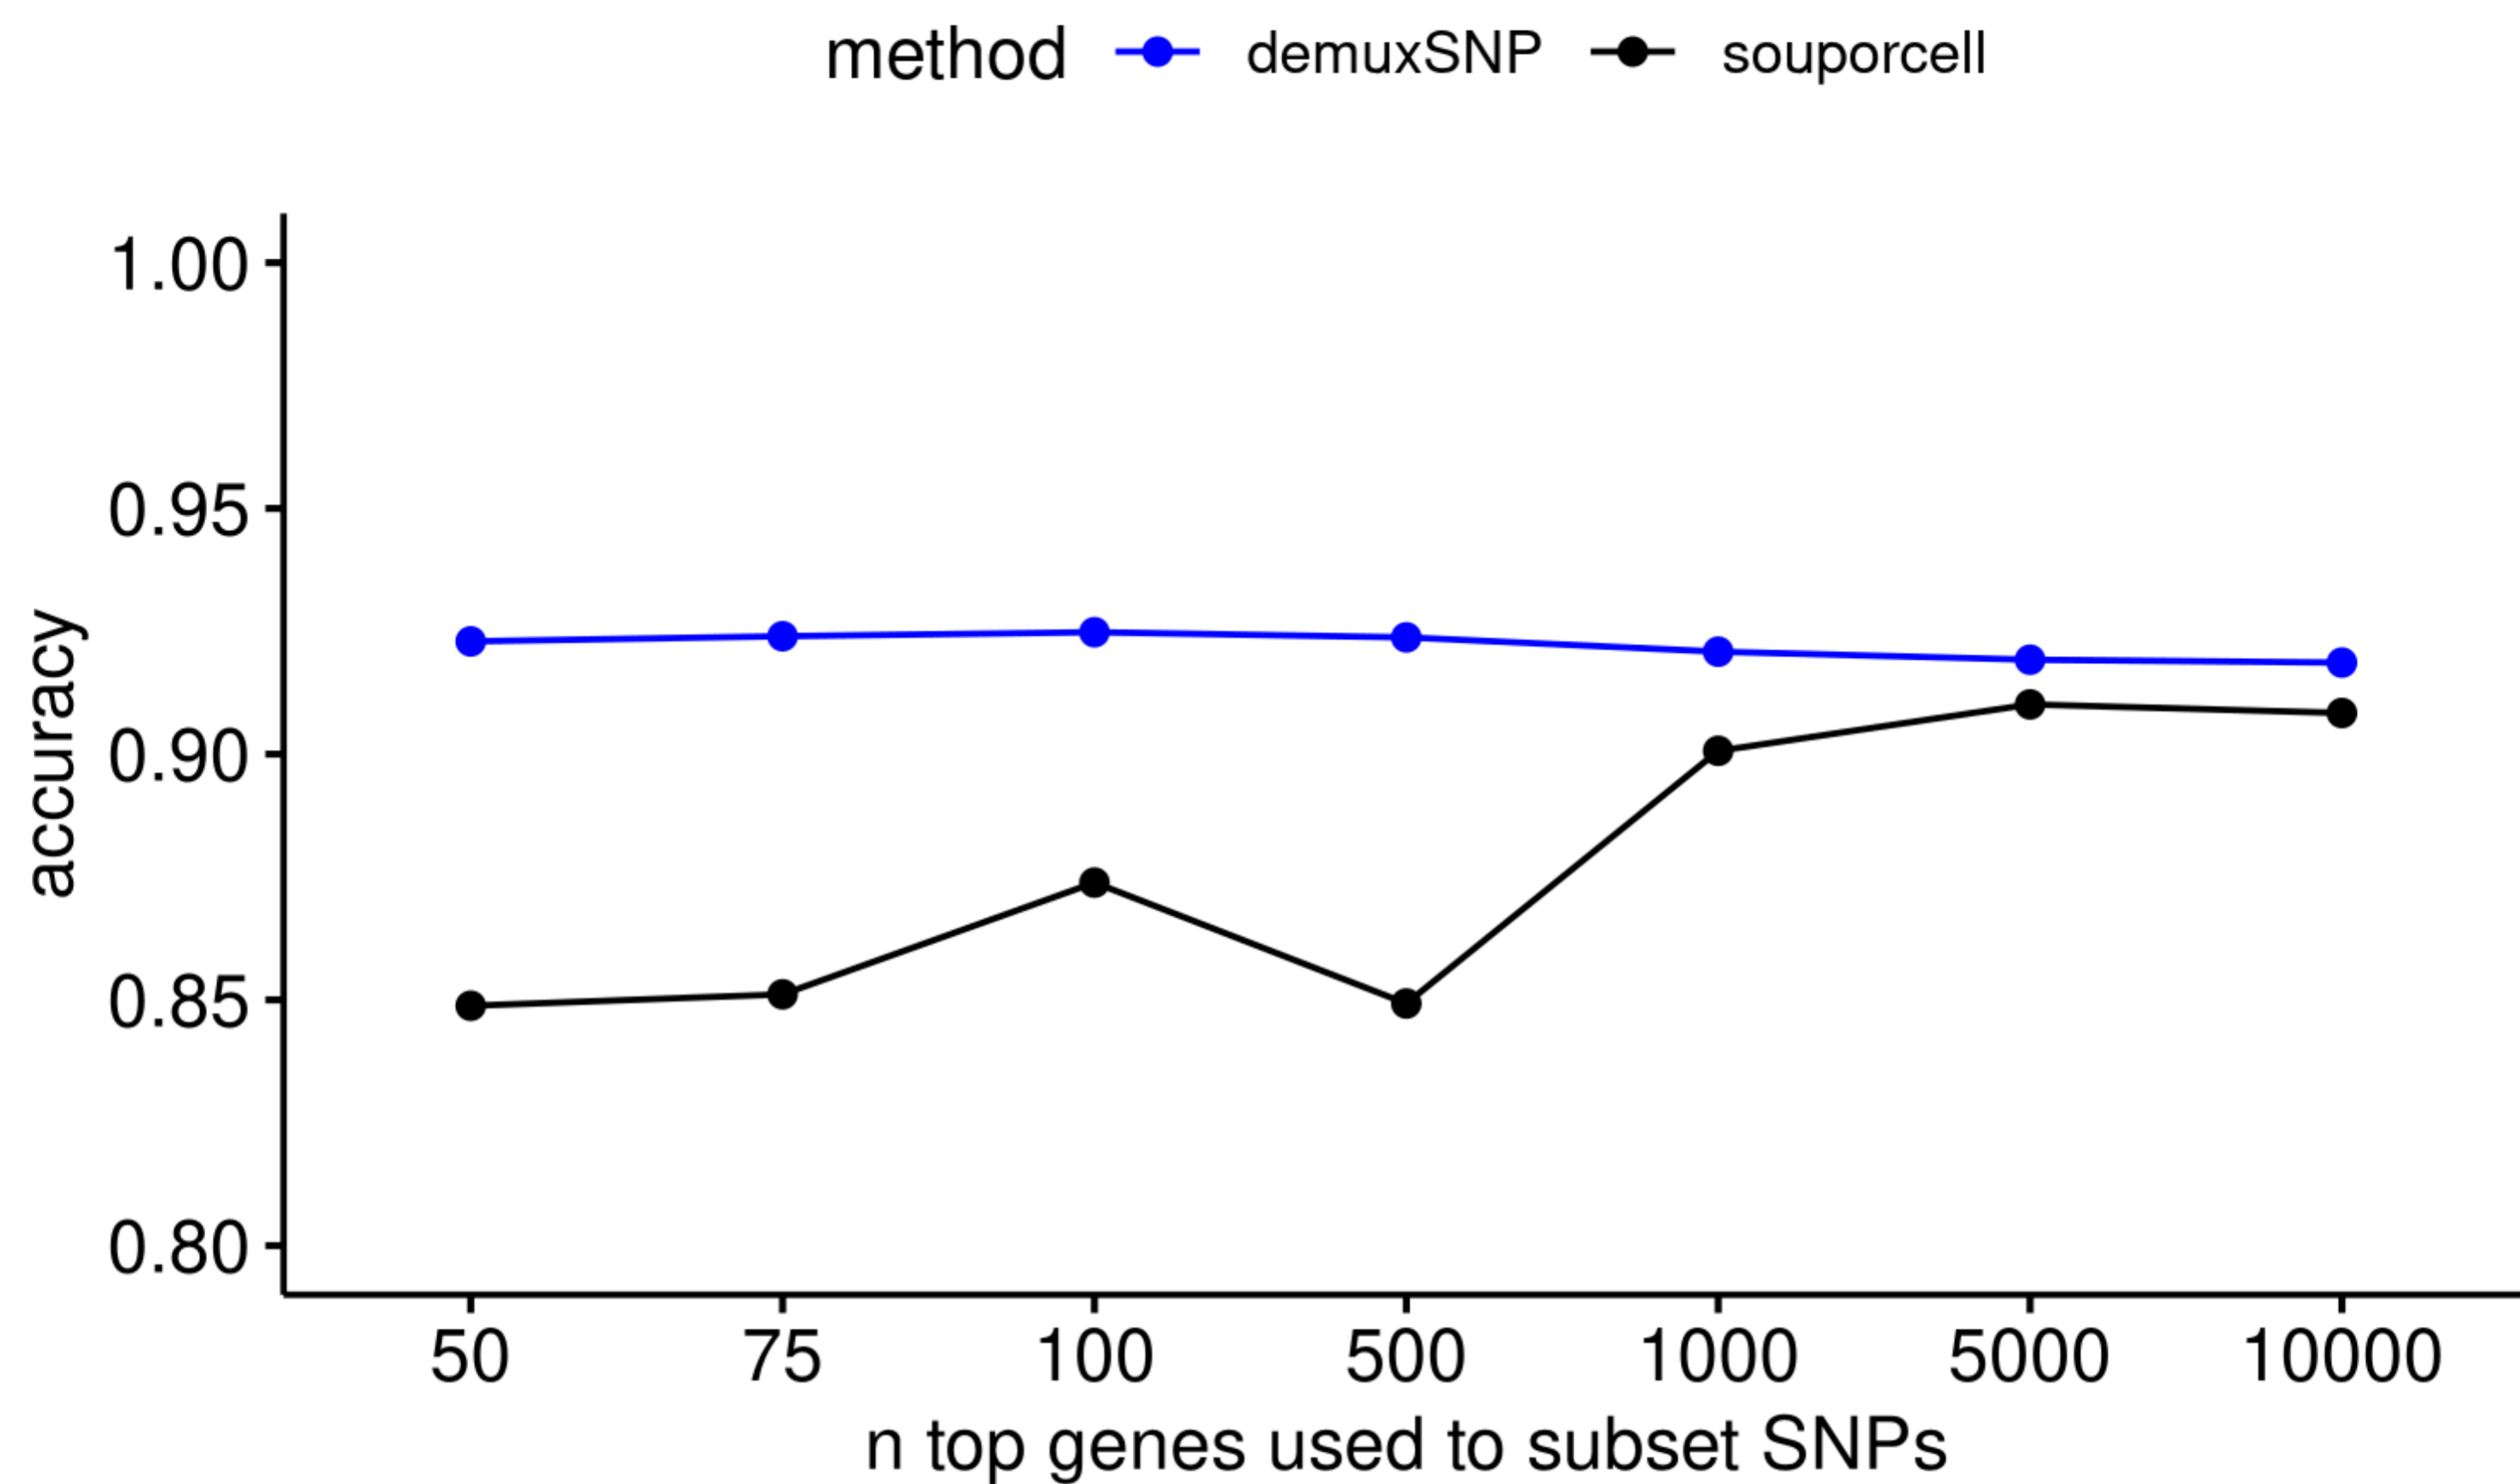

Supplementary Figure 5. Demultiplexing accuracy for demuxSNP and souporcell vs number of genes used to subset SNPs list.

Alt text: line plot with demuxSNP values in blue and souporcell in black. demuxSNP performance remains approximately constant. souporcell performance increases with number of genes/SNPs.

Alt text: Line graph showing accuracy for demuxSNP and souporcell varying the number of genes used to subset SNPs. demuxSNP performance remains stable at 0.92-0.93. souporcell performance increases from approximately 0.85 to 0.91

# Supplementary material for: demuxSNP: supervised demultiplexing single-cell RNA sequencing using cell hashing and SNPs
**Source:** Gigascience. 2024 Nov 28;13:giae090. doi: 10.1093/gigascience/giae090

# demuxSNP: supervised demultiplexing single-cell RNA sequencing using cell hashing and SNPs

--Manuscript Draft--

either included in your submission or deposited in [publicly available repositories](#) (where available and ethically appropriate), referencing such data using a unique identifier in the references and in the “Availability of Data and Materials” section of your manuscript.

Have you have met the above requirement as detailed in our [Minimum Standards Reporting Checklist](#)?

# demuxSNP: supervised demultiplexing single-cell RNA sequencing using cell hashing and SNPs

## Abstract

### Background

Multiplexing single-cell RNA sequencing experiments reduces sequencing cost and facilitates larger scale studies. However, factors such as cell hashing quality and class size imbalance impact demultiplexing algorithm performance, reducing cost effectiveness

### Findings

We propose a supervised algorithm, demuxSNP, which leverages both cell hashing and genetic variation between individuals (SNPs). The supervised algorithm addresses fundamental limitations in demultiplexing with only one data modality. Some cells may be confidently demultiplexed using probabilistic methods. We train a KNN classifier on SNP profiles of such cells and predict on cells assigned as uncertain or negative. We benchmarked demuxSNP against hashing and genotype-free SNP methods on simulated and real data from renal cell cancer. demuxSNP outperformed standalone hashing methods on low quality hashing data benchmark, improving overall classification accuracy and allowing more high RNA quality cells to be recovered. Through varying simulated doublet rates, we showed genotype-free SNP methods fail to identify biological samples with low cell counts at high

doublet rates. When compared to unsupervised SNP demultiplexing methods, demuxSNP's supervised approach was more robust to doublet rate in experiments with class size imbalance.

## Conclusions

demuxSNP uses hashing and SNP data to demultiplex datasets with low hashing quality where biological samples are genetically distinct. Unassigned cells (negatives) with high RNA quality can be recovered, making more cells available for analysis. Pipelines for simulated data and processed benchmarking data for 5-50% doublets are publicly available. demuxSNP is available as an R/Bioconductor package (<https://doi.org/doi:10.18129/B9.bioc.demuxSNP>).

## Keywords

Single-cell, demultiplexing, cell hashing, SNPs

## Introduction

Single-cell RNA sequencing (scRNAseq) enables insight into cellular heterogeneity, cell subtypes and cell-cell communication not previously possible with bulk methods due to gene expression averaging [1]. Cost remains a barrier for large scale research and clinical studies at a single-cell resolution [2] despite reductions in cost of sequencing technologies. Multiplexing in scRNAseq refers to the sequencing of cells from multiple different biological samples on the same sequencing lane, rather than on individual lanes. This reduces sequencing costs and technical batch effects [3]. The cells must then be demultiplexed, or assigned back to their biological sample of origin prior to downstream analysis. In droplet-based technologies, higher cell loading rate results in a higher doublet rate, thus limiting the lane capacity. In multiplexed experiments, doublets made up of cells from different samples are more easily identified and removed, allowing higher cell loading rate onto the sequencing lane. Demultiplexing strategies can be broadly divided into two approaches, experimental cell

tagging (cell hashing) and bioinformatics analysis of genetic variation using single nucleotide polymorphisms (SNPs). Cell hashing is popular due to its applicability to a wide variety of experimental designs and commercially available kits. SNPs based methods are limited to genetically distinct samples but have lower library preparation costs.

Cell hashing is a combined experimental and computational approach where cells from each biological sample are labelled with a distinct sequenceable tag [4,5] prior to being pooled and sequenced. Computational algorithms, such as those reviewed by Howitt et al. [6], then operate on the resulting counts matrix to determine which cells are associated with which biological sample of origin. However, technical artefacts such as non-specific binding, doublets and varying cell quality complicate this procedure. In our experience, cell line or blood single cell studies largely have higher hashing quality, however studies of solid tumour tissue where processing of cells involves complex dissociation protocols can reduce hashing quality. Cells with low hashing quality may be assigned to the incorrect group. Additionally, cells deemed to have no hashing signal in any group are referred to as hashing negatives, or negatives for short. Small numbers of hashing negatives are permissible, however, large numbers of negatives result in wasted data and so are undesirable. Due to their dependence on hashing quality, performance of standalone hashing based demultiplexing methods can vary significantly between datasets [7].

SNP based demultiplexing methods exploit natural genetic variation between genetically distinct biological samples. Genotype based methods such as Demuxlet [8] and scSNPdemux [9] require a priori knowledge of the genotype of each biological sample, incurring additional experimental cost and limiting their utility. Genotype-free methods [10–12] are more commonly used but face their own unique limitations. While they can group cells, they cannot link cells back to a biological sample without additional genotype or hashing data. Calling SNPs in scRNAseq is challenging as the data is sparse with reads concentrated in specific regions and gene expression can be highly variable within a dataset [13]. Performance is dependent on the sequencing depth and reduces in datasets with high levels of ambient RNA [14] or in cells such as cancer cells, where somatic mutation can obscure the germline

signal. Despite the considerable number of methods developed, a universally robust tool has yet to be developed.

Hashing negative cells which cannot be assigned are removed prior to downstream analysis steps resulting in wasted data. Additionally, researchers also exclude cells if there is disagreement between demultiplexing algorithms or low probability assignment. This results in further wasted data and reduces the effectiveness of multiplexing as a cost-saving measure. Alternatively, retaining uncertain cells which may be wrongly assigned reduces the statistical power of differential gene expression analysis and confounds biological interpretations in downstream analysis steps.

We propose a supervised multi-modal method, demuxSNP, that leverages both SNP and hashing modalities. We benchmark against existing standalone hashing (HTODemux [4], BFF\_raw and BFF\_cluster [15,16], GMM-Demux [17,18], demuxmix [19,20]) and genotype-free SNPs based (souporcell [12,21]) methods, adapting existing SNP simulation pipelines [14] paired with hashing data, to better understand performance across a range of scenarios against reliable ground truth. We further motivate the utility of demuxSNP over popular existing methods with application to a case study dataset. demuxSNP is available as an [R/Bioconductor](#) package.

## Results

### 1. Overview of demuxSNP

A key challenge in hashing based demultiplexing is variability in hashing quality due to technical issues such as non-specific binding. In general, a proportion of cells from each group may be confidently called, the number of which will depend on the hashing quality for a specific experiment (Figure 1A). These high confidence cells may be identified using consensus methods such as cellhashR [15,16], probabilistic methods with high acceptance threshold [17,19], or use of non-conservative count threshold to describe the positive peak, however, retaining only these high confidence cells will result in loss of valuable data.

For the cells which can not be confidently called using hashing methods, we propose that their correct group may be more easily identified based on their SNP profile (Figure 1B). Training a classifier on the SNP profiles of the high confidence singlet cells and simulated doublets, we predict the class of negative or uncertain cells. We apply demuxmix [19], a highly performant probabilistic demultiplexing algorithm to hashing counts data to determine which cells can be confidently called. We then use demuxSNP to train a classifier to predict the labels of the remaining cells based on their SNP profiles. With high quality hashing data, often a large proportion of cells can be called with high confidence. With low quality hashing data, non-trivial numbers of cells may be assigned as negative or uncertain and their recovery warranted using a method such as demuxSNP. The demuxSNP workflow is outlined in Figure 1C.

Figure 1. Overview of the demuxSNP workflow. (A) high quality hashtag counts can be separated into a bimodal distribution with distinct signal and background peaks. Low quality hashtag counts have a poorly separated bimodal distribution and have high numbers of misassigned, uncertain or hashing negative cells. (B) SNP profiles of cells called with high confidence using hashing based methods may be used to predict classes of cells which could not be called with high confidence (uncertain/negative) using hashing methods. (C) demuxSNP workflow involves filtering of SNPs, calling SNPs in each cell then assigning uncertain or hashing negative cells based on SNP data from cells called with high confidence.

Alt text: A: Two histograms each showing a bimodal distribution. B: Scatter plot portraying classification of cells using SNPs in two dimensions as an example. C: demuxSNP process flow.

## **2. Demultiplexing performance improves when using demuxSNP compared to standalone hashing methods on datasets with poor hashing quality.**

Benchmark data is simulated from a multiplexed experiment with six hashtags from genetically distinct samples. Aligned reads and hashing counts from singlets assigned with high-confidence by demuxmix [19] are retained. Doublets are simulated from the singlet data by randomly renaming barcodes on aligned reads [14] and summing counts across singlet cells comprising each doublet for SNP calling and hashing data respectively. Features associated with high quality hashing include well separated bimodal peaks, high signal to

noise ratio (Figure 2A). Other experimental factors that may improve demultiplexing performance include well balanced group sizes. Hashing quality is reduced by scaling down the signal in each hashtag group. Poor hashing quality is then associated with features such as poor peak separation and low signal to noise ratio, with high class imbalance also impacting demultiplexing performance (Figure 2B).

Demultiplexing performance is dependent on the quality of hashing. When we compare performance of several popular hashing based algorithms we observe that the performance decreases regardless of method when applied to low quality simulated hashing data with typical doublet rate (20%). On the high quality dataset, HTODemux shows poorest performance compared to the other methods tested for both precision and recall, potentially due to features other than peak separation such as imbalance in class sizes and the misalignment of the signal peaks (Figure 2C). Other methods BFF\_raw, BFF\_cluster, GMM-Demux and demuxmix each show almost perfect precision and recall on the high quality dataset, an expected result given the clear separation between signal and background. On the low quality dataset, BFF\_raw performs poorly, potentially due to the assumption of a bimodal distribution, the extent of which is reduced in this test case.

We explored which methods recovered more cells and thus had fewer cells with no identity (hashing negatives). In terms of the number of assigned hashing negatives (Figure 2D), on the high quality dataset HTODemux assigns the most negatives (~3.5%) although this falls within an acceptable range. A negligible number of negatives are assigned by BFF\_raw, BFF\_cluster, GMM-Demux and demuxmix (<0.2%). On the low quality dataset, most negatives are assigned by BFF\_raw and demuxmix (28% and 15% respectively). demuxSNP avoids the classification of hashing negatives by leveraging SNP data to assign these cells, reducing wasted data. Fewest cells are assigned as hashing negative by BFF\_cluster, however, we note that while high numbers of hashing negatives are undesirable, this reflects only one aspect of algorithm performance and must be taken in context of other classification performance metrics.

We next looked at overall classification accuracy (Figure 2E). Each of the stand-alone hashing algorithms, with the exception of HTODemux, perform almost perfectly on the high quality dataset. We do not compare demuxSNP on this dataset as a large number of cells (~99%) have already been confidently called by standalone probabilistic hashing algorithms, and thus the use of demuxSNP is not warranted. On the low quality dataset, performance is comparable between HTODemux, BFF\_raw, GMM-demux and demuxmix. Despite assigning fewer negatives, BFF\_cluster has the lowest accuracy, potentially due to the assumption of a bimodal distribution being challenged here. We show that performance improves when using SNPs to reassign uncertain cells compared to hashing classification alone, with overall classification accuracy of 0.91 for demuxSNP compared to 0.77 and 0.77 for the top performing standalone hashing methods, GMM-demux and demuxmix respectively.

Figure 2. demuxSNP improves cell assignment on datasets with low hashing quality. (A) In benchmarking high quality hashing, the signal and background are distinct. (B) In benchmarking low quality hashing, there is poor separation between signal and background. (C) Hashing algorithm performance decreases with hashing quality. (D) Low quality hashing may result in large numbers of hashing negative cells. (E) demuxSNP shows increased overall classification accuracy on low quality hashing data compared with standalone hashing methods.

Alt text: (A) Histograms of hashing counts distributions for experiment with six hashtags/samples. (B) As with A but the signal to noise ratio has been reduced. (C & D) Boxplots showing precision and recall for popular hashing algorithms on high and low quality hashing data. (E) Bar plots of percent negatives as C & D. (F) Bar plots of overall accuracy as C & D.

### **3. demuxSNP is more robust to class size imbalance compared to genotype-free SNP method souporecell**

We next asked how demuxSNP performs against standalone genotype-free SNP based methods. We first compared overall classification accuracy against souporecell, a popular genotype-free SNP based method across a range of doublet rates from 5-50% [22]. On our simulated datasets, demuxSNP outperforms souporecell at higher doublet rates (>30%) (Figure 3A) but souporecell outperforms demuxSNP in terms of both accuracy and adjusted rand index

at low doublet rates (<25%). We investigate assignment patterns in more detail below. Due to the SNP selection feature used by demuxSNP, computational cost is reduced by a factor of 2.5 (Figure 3B).

In evaluating the performance of clustering methods on scRNAseq gene expression data, significant attention is given to methods' ability to detect small clusters [23]. Genotype-free SNPs based methods may face similar challenges, in clustering genetically distinct SNP profiles, where the number of cells per biological sample may vary, intentionally or otherwise. We note that at high doublet rates, souporecell generally assigns large numbers of doublets to singlet groups (Figure 3C). Additionally, the K2 (smallest) group appears to be completely misassigned. The true K2 cells have been assigned as doublets, while the cells assigned as K2 are true doublets. In contrast, demuxSNP correctly identifies the K2 group and assigns fewer doublets (Supplementary Figure 1). The assignment of a large proportion of doublets to a singlet group has the potential to confound downstream analysis if not identified.

To investigate this further, we next asked whether demuxSNP's supervised approach was more robust in calling biological samples with fewer cells (imbalanced classification) compared to unsupervised methods when doublet rate varies. At lower doublet rates, demuxSNP and souporecell perform comparably. However, at higher doublets rates (>40%), both the precision and recall for souporecell reduce to zero (Figure 3D), whereas demuxSNP's performance remains stable.

Figure 3. demuxSNP shows increased robustness to class size imbalance compared to genotype-free SNP based method souporecell. (A) demuxSNP (average of 5 runs  $\pm$  sd) outperforms souporecell (single run, seed fixed) at higher doublet rates. (B) demuxSNP SNP filtering results in reduced computational cost compared to souporecell. (C) Doublets generally overassigned to singlet groups and completely misassigned to K2 (smallest sample) group at 45% doublets. (D) Precision and recall for K2 (smallest group) across a range of doublets is stable for demuxSNP (average of 5 runs  $\pm$  sd) but reduces to zero past the threshold of 40% doublets for souporecell (single run, seed fixed).

Alt text: (A) Line plot of accuracy for demuxSNP and souporecell from five to fifty percent doublets. Souporecell performs better at lower doublets but performs worse at high doublets. (B) Barplot showing average run time

for demuxSNP vs souporcell. (C) Alluvial plot comparing ground truth with souporcell. (D) Two line plots for precision and recall, comparing demuxSNP and souporcell.

#### **4. demuxSNP overcomes demultiplexing challenges in case study dataset.**

We next demonstrate the utility of demuxSNP on a case study dataset containing cells from six genetically distinct samples from renal cell cancer. We initially identify features in the hashing counts indicating poor quality (Figure 4A) including low signal to noise ratio (Hashtag 3,5), low signal (Hashtag2) and misaligned peaks (Hashtag5). Applying HTODemux (a popular hashing based method), souporcell (a popular genotype-free SNPs method) and demuxSNP, significant differences in results are observed. Notably, HTODemux assigned a large number of hashing negative cells and souporcell shows little agreement with HTODemux and demuxSNP in the Hashtag2 group (Figure 4B).

For souporcell, poor agreement is seen for the Hashtag2 group compared with HTODemux and demuxSNP. The majority of cells assigned as Hashtag2 by HTODemux and demuxSNP have been assigned to Hashtag4 or Doublet group by souporcell. More concerning, a large number of cells (n=1043) were assigned to the Hashtag2 group which were consistently called as doublets by demuxSNP and HTODemux, leading to significant potential for confounding downstream analysis steps. This is consistent with the behaviour explored in Figure 3C-D whereby souporcell was unable to identify biological samples with small numbers of cells in datasets with high doublet rates. demuxSNP can successfully identify small groups (provided a small proportion can be identified using hashing based methods) due to its supervised classification approach.

A large number of cells (n=2582, >10% of the dataset) are assigned to the negative group by HTODemux, meaning that they can't be assigned due to their hashing quality. It was previously identified that cells with low hashing counts (negative) also had low RNA quality, and so we next asked whether these 'negative' cells were truly low quality cells. Plotting library size and number of detected features for each negative cell, we see that the majority (2138

out of 2482, 86%) pass standard scRNAseq quality checks (Figure 4C). The SNP profiles of cells within and between demultiplexed groups can be visualised as a heatmap (Figure 4D). Visualising SNP profiles from the HTODemux Negative group, colouring cells by the HTODemux and demuxSNP classification, and splitting by the demuxSNP classification, a consistent SNP profile is observed in each reassigned group. Additionally, the majority of cells are reassigned to Hashtag5, consistent with the souporecell and demuxSNP annotations. Additionally, to validate the reassignments, we compare the Jaccard similarity between group-wise centroids of the reassigned “Negative” cells with those of cells from each hashtag group called with high confidence. Highest similarity is observed between reassigned cell groups and their corresponding high confidence singlet group with similarities of 0.97, 0.87 and 0.85 for Hashtag5, Hashtag3 and Hashtag4 respectively, the singlet groups to which the highest number of negatives cells were reassigned (Supplementary Figure 2A).

Examining binary distance distributions of singlet group SNP profiles, the presence of a multimodal or bimodal distribution may indicate cells from multiple biological samples (Figure 4E). Singlet groups where a bimodal distribution is evident tend to have fewer cells called the same by HTODemux and demuxSNP. Proportions of agreed cells between HTODemux and demuxSNP are 0.85, 0.70, 0.93 for Hashtags 1, 2, 4 compared to 0.94, 0.98 and 0.98 for Hashtags 3, 5, 6 respectively. Visualising the SNP profiles of HTODemux Hashtag2, the group with poorest agreement between HTODemux and demuxSNP, we can confirm multiple SNP profiles. The main SNP profile is called consistently as Hashtag2 by both HTODemux and demuxSNP. The remaining cells are reassigned by demuxSNP, mostly to Hashtag4 & Hashtag5 (Figure 4F). Again, we confirm the new annotations for this group against the high confidence annotations, noting specifically greatest similarity 0.99 and 0.95 for the main cell groups which were those that remained as Hashtag 2 (n=237) and those that were reassigned to Hashtag5 (n=74) respectively (Supplementary Figure 2B). Leveraging both SNP and hashing modalities, demuxSNP increases the number of assigned cells which would have otherwise been labelled as negatives, as well as reassigning cells misassigned due to hashing quality.

Figure 4. demuxSNP overcomes demultiplexing challenges on real data. (A) Real data contains features of low quality hashing such as low signal, low signal to noise ratio, and unaligned signal peaks. (B) Majority of negatives called by HTODemux assigned as Hashtag5 by demuxSNP and souporcell. Majority of Hashtag2 called by souporcell are called as doublet by demuxSNP and HTODemux. (C) Quality metric distribution for HTODemux negative group. (D) SNP profiles of HTODemux negative group. (E) Distribution of binary distance matrix for HTODemux singlet group SNP profiles. (F) SNP profiles of HTODemux Hashtag2 group shows multiple SNP profiles.

Alt text: (A) Histograms showing hashing counts for experiment with six samples. (B) Alluvial plot comparing HTODemux, demuxSNP and souporcell. (C) Scatter plot of library size and detected genes, coloured by quality (high if above, low if not). (D) Heatmap for HTODemux Negative group SNP data, coloured by whether the SNP is absent, present, or there are no reads to support it. (E) Six distributions of between cell binary distances for SNPs. Groups one, two and four indicate a bimodal distribution. (F) Heatmap for HTODemux Hashtag2 group SNP data, coloured by whether the SNP is absent, present, or there are no reads to support it.

## Discussion

Multiplexing is primarily a cost reduction measure now utilised in most single-cell experiments, allowing full utilisation of high throughput assays. However, large numbers of negative, uncertain or misassigned cells resulting from suboptimal demultiplexing reduce its effectiveness. Accurate assignment of cells to their original source sample through demultiplexing is critical to interpretation of downstream analysis, minimising wasted data through misclassified or unclassified cells, as well as maintaining confidence in the technique as a cost saving measure to allow larger scale experiments. To this end, we make key contributions compared to existing hashing and SNPs based methods.

The dependence of hashing performance on hashing quality has been reported previously [6,15], yet current solutions to this problem have focused on more advanced modelling of the counts data to optimise detection of signal from noise. We proposed a novel method applicable to genetically distinct samples utilising cell hashing and SNPs, overcoming dependence on hashing data quality by assigning hashing negative or uncertain cells based

on their SNP profiles. This results in overall improvements in classification performance, as well as assignment of hashing negatives and allowing the recovery of this valuable data. Application to real data shows that high RNA quality hashing negatives recoverable by demuxSNP may consist of over 10% of the total dataset. We are currently unable to estimate the expected distribution of hashing negatives across a large number of experiments and this measure for loss of data may be tracked in future benchmarking studies.

We additionally show systematic biases in genotype-free SNPs based method, souporcell. Despite being performant in many scenarios [24], its unsupervised classification results in systematic flaws when assigning cells to biological samples with few cells at high doublet rates, misclassifying doublets in place of the singlet group. While suggested as a potential limitation of a similar method previously [10], we believe this is the first time the problem has been described in greater detail. Our benchmarking results suggest a threshold of 40% doublets after which small groups are missed, however this may be dependent on other experimental factors and warrants future benchmarking. We go on to show that the demuxSNP supervised method shows increased robustness to doublet rate and class size imbalances. By subsetting the SNPs used, overall computational cost as well as data sparsity is reduced.

The majority of methods released to date leverage either SNP or hashing data. A recently described hybrid method HTOREADER [25] uses results from a SNP based method such as souporcell to group cells that share a common genotype which are assigned to the dominant hashtag group in each genotype cluster. HTOREADER assigns donor identity to cells that are assigned as singlet by either SNPs or cell hashing. The authors have demonstrated HTOREADER's usefulness for identifying samples missed by hashing methods. However, we expect any biases in the SNPs base methods, such as the behaviour described above where small groups are missed by genotype-free SNPs methods to be reflected in HTOREADER's results also (Supplementary Figure 3). This may be confirmed when full code becomes available.

We show that demuxSNP provides a framework for how both SNP and hashing data can be combined to optimise demultiplexing. As a result, an obvious limitation then exists that the method can only be applied to genetically distinct biological samples, and so cross validating demultiplexing results from genetically similar biological samples remains a challenge in the field. Other limitations of demuxSNP include dependence on the quality of the SNP data, and so reduction in sample sequencing depth or number of universally expressed genes result in more missing data and negatively impact performance. Similarly, the method performs poorly at classifying low RNA quality cells although this is less of a concern. While this applies to some extent to all SNP based demultiplexing methods, the KNN algorithm employed here is sensitive to missing data due to dropout and cell transcriptomic heterogeneity in scRNAseq. Future development using other supervised classification techniques that better handle missing and sparse data may extend this method.

More generally, benchmarking hashing demultiplexing methods in scRNAseq poses many challenges. Firstly, defining ground truth is non-trivial. In the absence of a tool to simulate realistic hashing data, SNP based methods have been used to define ground truth to benchmark hashing methods [6,7]. Consequently, any biases inherent in the SNPs based method will be reflected in the benchmarking results. Secondly, and following on from this, it is not feasible to generate sufficient benchmarking datasets to evaluate changes in experimental conditions such as doublet-rate, number of samples, sample imbalance. This results in conclusions which are difficult or inappropriate to generalise, seen particularly in evaluating performance of the Seurat HTODemux function [6,7] due to limited benchmarking datasets. In contrast, for benchmarking of SNP based methods, strategies to simulate SNPs from real data have been developed elsewhere [14] and have been successful in evaluating the impact of factors such as doublet rate and ambient RNA content. This furthers the need for tools which allow realistic simulation of hashing counts, such as those used for simulating scRNAseq data [26] to make more comprehensive benchmarking studies feasible.

The full impact of demultiplexing errors in published studies is difficult to estimate. Repositories for high throughput sequencing data, including dbGAP require raw data (fastq

files) to be submitted on a per-sample basis. For single-cell datasets which are typically multiplexed, this means that most data published in repositories are post-demultiplexing and it is not possible to reproduce and reanalyze the scRNAseq demultiplexing steps. Given the widespread use of multiplexing in scRNAseq, this means most published studies are not fully-FAIR (findability, accessibility, interoperability, and reusability). Additionally, in light of the limitations of existing demultiplexing methods we have reported, it is possible published data may include significant errors in cell assignment. The opportunity to quality control (QC) or reevaluate the integrity of the demultiplexing solution retrospectively is lost as the multiplexed data are not published. Furthermore, by only publishing post-demultiplexed data, which may have excluded up to 20% cells that were unassigned, there is considerable loss of valuable scRNAseq data to the community.

A recent development which acknowledges the role multiplexing plays in the future of single-cell studies was the release of the ‘multi’ functionality in Cell Ranger [27], the bioinformatics pipeline used to analyse data from the popular 10X Genomics single-cell platform using a Gaussian mixture model. While the exact model used has not, to our knowledge, been independently benchmarked, mixture model type methods have shown to be more consistently performant in this study and elsewhere. However, this update may come with some disadvantages. Previously, demultiplexing was carried out as part of downstream analysis, where the hashing quality could be reviewed, visualised and different algorithms tested. The incorporation of this step within the CellRanger pipeline will streamline downstream analysis but may consequently impede recovery of negative cells or identification of misassigned cells. Ongoing efforts to optimise laboratory protocols and workflows [28,29] to improve data quality or alternative labelling technologies [30] less susceptible to non-specific binding will be key in resolving this.

## **Conclusion**

Overall, we have shown that a multi-modal framework allows demuxSNP to recover hashing negative cells, reassign cells miscalled by hashing algorithms based on their SNP profile and overcome class size imbalance and doublet rate issues incurred by genotype-free SNPs methods while linking samples back to their group. The workflow has been implemented in the R/Bioconductor package [demuxSNP](#) providing additional functionality for assisting in SNP selection and selecting training data. The package provides interoperability with the Bioconductor SingleCellExperiment class.

## Methods

### demuxSNP workflow

1. SNPs are filtered to those located within genes expressed across most cells in the dataset
2. VarTrix uses filtered SNP list to call SNPs in each cell.
3. SNPs with few reads across cells in the dataset are removed.
4. Probabilistic hashing methods leveraged to determine high confidence singlets
5. Labels from high confidence singlets along with simulated doublets used to train KNN classifier and predict negative/uncertain cells.

To leverage classification techniques applicable to binary data, SNP status is recoded to absent/present (1,0) and k-nearest-neighbour classification (KNN) [31] is performed using Jaccard coefficient. The classification model parameters  $n$  (number of cells to downsample to) are estimated based on the training data size. To prevent bias in the training data due to class size, each class is downsampled to  $n$ , the smallest class size calculated from the training data, unless  $n < nmin$  in which case  $nmin$  is used for remaining groups above the threshold. Parameters  $k$  (number of nearest neighbours used in KNN classification) and  $d$  (coefficient of  $n$ , for which  $d*n$  doublets are simulated between each biological sample pairing default to values performant in most scenarios (Supplementary Figure 4). The optimum number of

doublets simulated between singlet groups is approximately proportional to  $n$  and so can be described by  $d$ , a coefficient of  $n$  with optimal values ranging between 0.5-0.65. Similarly, sensible values of  $k$  are 25-50.

For the results shown, a starting list of SNPs from 1000 Genomes common variants occurring with frequency >5% [10] was used and filtered to those located within top 100 most commonly expressed genes. VarTrix [32] was used with default settings. Vartrix output was filtered to remove SNP locations not sequenced in the data (sequenced in <80% cells). High confidence cells were determined using demuxmix with acceptance threshold of 0.75. Classes of cells denoted as uncertain or negative were predicted using KNN. Parameter  $n$  was automatically calculated from the data.  $d$  and  $k$  were set at 0.5 and 25 respectively, as values shown to be robust over a large range of  $n$  and % doublets (Supplementary Figure 4.).

## Datasets

### Single-cell RNA sequencing of ccRCC dataset

Single-cell RNA-seq experiments were performed by the Brigham and Women's Hospital Center for Cellular Profiling. Sorted cells were stained with a distinct barcoded antibody (Cell-Hashing antibody, TotalSeq-C, Biolegend). After washing, the stained cells were resuspended in 0.4% BSA in PBS at a concentration of 2,000 cells per  $\mu\text{L}$ , then loaded onto a single lane (Chromium chip K, 10X Genomics) followed by encapsulation in a lipid droplet (Single Cell 5'kit V2, 10X Genomics) followed by cDNA and library generation according to the manufacturer's protocol. 5' mRNA library was sequenced to an average of 50,000 reads per cell, protein (hashtags) library sequenced to an average of 15,000 reads per cell, all using Illumina Novaseq.

### Simulated datasets

**Data preparation:** Ground truth was obtained from multiplexed renal cell cancer experiment by applying demuxmix [19] with high acceptance threshold to generate a list of barcodes

associated with each sample. From this, an individual bam file was generated per group using subset-bam [33] which forms the basis for SNP simulation.

**SNP simulation:** For the aligned reads, we followed the simulation strategy of Weber et al. [14] leveraging samtools [34]. Briefly, beginning with a single bam file per biological sample, a suffix is added to each cell barcode to identify cells from that group. The bam files are then merged. To simulate doublets, a lookup file is generated whereby randomly selected barcodes from a fixed number of cells are each reassigned to the barcode from a different cell.

**Hashing simulation:** Low quality hashing/uncertain cells are removed as part of the data preparation step. Using the same lookup file generated in the previous step, RNA and hashing counts for each doublet pair described in the lookup file are merged and the sum of their respective RNA and hashing counts are retained. To replicate low quality hashing data, the hashing signal is scaled down.

For the purposes of simulation, percentage doublets targeted and described in the manuscript include single-sample and multi-sample doublets. For the purposes of measuring demultiplexing performance, single-sample multiplets are considered as singlets and multi-sample multiplets considered doublets, as demultiplexing methods are only capable of identifying multi-sample doublets. Data simulation steps and analysis are incorporated into an adaptable and reproducible Nextflow [35] pipeline.

## **Benchmarking methods**

souporcell [12,21] was applied to case study and simulated datasets using 1000 Genomes common variants generated by the authors of Vireo [10] and skipping remapping with default parameters.

cellhashR [15,16] 'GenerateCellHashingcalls' was used to accommodate use of multiple algorithms [4,15,19] and ensure consistency across preprocessing.

## **Computational Cost**

'date' shell command was applied at start and end of process/workflow and the difference taken. Average compute time is taken over different % doublets and seeds. Each command was run on 10 cores of Intel(R) Xeon(R) Gold 6342 CPU

## **Renal Cell Cancer Case Study**

souporcell was applied using default parameters and common variants supplied from 1000 Genomes common variants with >5% frequency.

Hashing data was normalised using the centred log ratio method from NormalizeData() and demultiplexed using HTODemux using default parameters.

Low quality cells were determined as those with fewer than 1,000 UMIs per cell and 500 genes per cell.

To evaluate demuxSNP's reassignment in the absence of ground truth, the SNP profiles of reassigned cells are compared to those of cells called with high confidence by demuxmix. The Jaccard similarity between the centroid of each reassigned group and that of the corresponding high confidence singlet group is calculated. The reassigned cells compared are from the HTODemux negative (large number of unassigned cells) and Hashtag2 (suspected largest number of misassigned cells) group. Greater similarity across the leading diagonal is indicative of cells being correctly reassigned (Supplementary figure 2).

How the deposited data were processed for this re-analysis (not part of the article)

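The data are 1 lane of droplet-based 5′ single-cell sequencing with CD45-positive cells of 6 renal cell cancer samples, each marked by a hashtag antibody. The authors made the counts with Cell Ranger 6.1.1 against GRCh38 and kept the barcodes called as cells. The values are raw UMI counts per gene, surface protein antibody and hashtag, and were found to be whole numbers. The annotation release of that run is not given in the sources used here. Positions of genes were taken from GENCODE 29 by gene identifier.

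The hashtag counts were normalized by the centered log ratio within each hashtag and called with HTODemux of Seurat 5.3.0 (clara clustering into 7 clusters with cluster 2.1.8.1, positive quantile 0.99, seed 42, R 4.3.3), since the paper names these functions and their defaults. Signal is the median count of a hashtag in its own singlets, background the median in the singlets of the other 5 hashtags, and 1 was added to both for the ratio. A cell passed the quality thresholds with at least 1500 UMIs and at least 1000 genes. The limit of background for a second hashtag, the 95th percentile of singlets of other hashtags, was set after the counts had been opened.

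For cell types, doublets of different hashtags were left out, while doublets within 1 sample cannot be seen from hashtags and stay among the singlets. They would be 13.2% of the singlets if cells paired at random from groups of the sizes called. The pairs seen argue against random pairing from groups of these sizes. The 14080 negatives and singlets with at least 200 detected genes were clustered. Counts were scaled to 10000 per cell and logged, 2000 variable genes and 30 principal components were taken, and a graph of 15 neighbours was clustered by Leiden at resolution 1 (leidenalg 0.10.2, python-igraph 0.11.9, seed 0). A cluster was named after the marker list with the most leading genes, at least 3, where a leading gene was detected in at least 10% of its cells and stood 3-fold over the lower quartile of the clusters, with a pseudocount of 10 CPM (UMI counts scaled to the same library size). Where the 10 top genes held more markers of another class, the cluster took that name if at least 2 of its markers were among them, and otherwise stayed unnamed, as did a cluster of low UMI count without a marker of its class among its top genes. Both unnamed clusters had leading genes of the macrophage list. This naming rule was changed 3 times. The last change was made after the cell types of the negatives had been seen, when an alternative had put the share of T cells among negatives at 17.0%, below that of singlets. The share at the main setting is the same under the first rule, 65.1%, and the first rule was kept as an alternative. Of 32 clusters, 12 were T cell-like and 2, with 863 cells, were left unnamed. Names are by likeness to marker lists, and free RNA in droplets adds counts of other cell types.

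Genes were compared as sums of counts over the cells of a class, as CPM, with exact Poisson intervals. Genes with at least 200 summed counts were compared, and a gene counted as higher or lower from 2-fold on. A member of one of the 12 fixed gene lists counted from 1.5-fold on and was measured where a group held at least 100 counts. A count of 0 was set to a floor of 3 counts for the ratio. The text names genes from the 10 at each end and, of each list it describes, members with the largest change. For surface proteins it also names antibodies chosen after RNA values were seen. Genes of the Y chromosome, X-linked genes that escape inactivation, immunoglobulin and T cell receptor variable genes and genes that vary between people were left out before genes were named (805 genes), and no other X-linked gene is named in the text. Dixon's criterion was applied to values of the 6 hashtag groups.

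Alternatives fixed in advance changed the normalization, quantile, initial clustering, calling method, thresholds, clustering and gene filter, 1 choice at a time, and 2 added ones changed the naming rule together with the clustering or the cells. One of them was a negative binomial mixture of 2 components per hashtag, fitted to raw counts with an acceptance probability of 0.75, in place of demuxmix. Tested on simulated hashtag counts, this mixture recovered 76.7% of singlets, 65.0% of doublets and 89.2% of negatives. The clustering gave 100% of 1500 simulated cells of 3 types their class. In simulated sums for genes with known changes, the intervals covered 90% to 100% of the true ratios, and 0% of unchanged genes passed 2-fold. Lists, alternatives and main settings were fixed before the data were examined, except where stated. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

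The lane has no replicates, so no tests between groups of cells were made. Tests of primary against metastatic samples had been planned and were not run, since no source used here assigns a tissue to a hashtag. Assignments from SNPs, and the comparisons with souporcell and demuxSNP, were not analysed here.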

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

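The criteria for outlying hashtag groups and for surface proteins were planned, and no test in this part was chosen after the result was seen.

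Over 40 measures compared between the hashtag groups, 4 had a group far from the others, where chance gives about 1 in 20. Dendritic cells made up 16.6% of the Hashtag4 singlets and between 0.691% and 2.14% of the other groups. Cells in unnamed clusters were 31.6% of the Hashtag2 singlets and at most 8.21% elsewhere, and 101 of these Hashtag2 cells lay in a cluster with leading macrophage genes. Hashtag6 took 58.1% of all hashtag counts, and the next highest hashtag 20.1%. In monocytes and macrophages, the genes of inflammatory monocytes (IL1B, CXCL8, EREG and others) had a median log2 difference of -1.83 in Hashtag1 from the mean of 5 groups, and between -0.11 and 0.60 in the others. This gap of 0.7106 only just passed the critical value of 0.71, on 51 Hashtag1 cells. The hashtags also differed in cluster: 633 of 873 Hashtag3 cells lay in one led by F13A1. For Hashtag5, 242 of 253 lay in one led by SERPINB2, and for Hashtag6, 453 of 480 in one led by CCL18. Hashtag1 had 25 cells in the F13A1 cluster and 26 in one led by FCN1. No biological explanation of these values was tested, since the tissue of each hashtag is not given in the sources used here.

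The paper does not analyse the surface protein antibodies. Over all singlets, the lineage proteins given here other than CD8 stood above the isotype controls in the cell type named from RNA. The median count of CD3 was 72 in T cells, where the highest isotype control had a median of 7. CD4 had a median of 53 in T cells, and CD8 one of 4, below that control. In B cells CD20 had a median of 55, against 8 for the highest control. In NK cells CD56 had 13 and CD16 42.5, against 6. In the 90 NK cells of negatives with Hashtag5 on top, CD56 had 2 (2 to 2) and CD16 40.5 (13 to 72), against 6. In the 18 NK cells of Hashtag5 singlets, CD56 had 3 (2 to 18) and CD16 53.5 (4 to 261), against 7.5. In monocytes and macrophages CD14 had 17, CD11b 63 and CD11c 242.5, against 10.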

How the results depend on the processing

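The naming rule by fold over all other cells and the comparison of all cells were run only after the data had been seen; the other alternatives were planned. The cause of the changes given here was not tested unless stated.

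With the centered log ratio taken within each cell, negatives were 20.4% of barcodes, doublets 19.7% and Hashtag2 cells 1.33%, the Hashtag5 signal to background ratio was 44.1, 81.0% of negatives passed the quality thresholds, 48.6% had Hashtag5 on top, and 55.9% were T cells. In the same order, a positive quantile of 0.95 gave 6.26%, 36.8%, 1.67%, 25.8, 83.5%, no change beyond the interval, and 57.9%. The higher quantile gave 17.4% negatives, 23.5% doublets, a ratio of 47.4 and 76.0% with Hashtag5 on top. With kmeans, negatives were 10.2%, doublets 29.7%, the ratio 31.2, the share passing 84.2%, Hashtag5 on top 70.7% and T cells 60.0%. MULTIseqDemux gave 5.91% negatives, 26.1% doublets, 1.57% Hashtag2 cells, a ratio of 21.8, 72.0% passing, 25.0% with Hashtag5 on top and 32.6% T cells. The negative binomial mixture gave 0.425%, 20.5%, 0.961%, 20.8, 54.5%, 13.6% and 10.7%. When only barcodes that pass the quality thresholds were called, negatives were 7.18%, doublets 34.6%, Hashtag2 cells 1.60%, the ratio 25.3, Hashtag5 on top 68.5% and T cells 55.4%. The Hashtag5 ratio was 36.3 from geometric means and 24.7 from the component means of the mixture. The share of negatives passing was 91.7% at 1000 UMIs and 500 genes, 90.2% when a cell failed only under both thresholds, and 83.8% with a limit of 10% mitochondrial counts; these limits differ by construction. Hashtag5 was on top in 75.2% by raw count, 72.9% by the ratio to the cutoff, and 87.2% of negatives that pass. The share of Hashtag2 cells with a second hashtag above background was 8.09% at a quantile of 0.95 and 30.4% at the higher one. T cells were 61.2% of negatives at Leiden resolution 2 and 62.0% without the 5% of cells with the most UMIs. With markers counted by fold over all other cells, they were 47.2% at resolution 2 and 17.0% without those cells, the value that had been seen when that rule was replaced, with 54.5% of negatives unnamed against 9.53% of the same cells under the main rule; at resolution 2 the unnamed were 20.5% and 4.47%. In T cells, 33 genes were higher and 152 lower against Hashtag5 singlets only, where 6945 genes were compared in place of 9649. With at least 50 summed counts, which tests more genes, 225 were higher and 1180 lower. Over all cells in place of T cells, 354 of 12205 genes were higher and 1445 lower. Against Hashtag5 singlets the log2 ratios of IFIT2 (0.52) and HSPA6 (0.71) were reversed, and over all cells that of ACTN1 (-0.60). Of the log2 ratios of 20 named genes, 14 stayed within their interval with the 6 hashtags weighted equally. Against Hashtag5 singlets 10 were measured, of which 0 stayed within it, 8 moved and 2 were reversed. The planned tests of primary against metastatic samples and their alternatives were not run. Depth limits the class shares of Hashtag2 (374 cells) and the NK cells of Hashtag5 (18 cells).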

Differences from the paper's values

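The paper names Hashtag2 as the hashtag with low signal (Fig. 4A). Here the median Hashtag2 count in Hashtag2 singlets was 991.5, above those of Hashtag5 (231), Hashtag1 (307) and Hashtag3 (890). Values that go with the paper's statement are the median Hashtag2 count of 103 in doublets positive for it, and the 3.25% of hashtag counts that Hashtag2 took. The paper also names Hashtag3 and Hashtag5 as low in signal to noise, and these had the lowest ratios here, 46.9 and 38.7. With the centered log ratio within each cell Hashtag3 was lowest (39.9 against 44.1), and by component means of the mixture Hashtag1 (33.3) was below Hashtag3 (49.6). The paper prints 2 different numbers of negatives, and HTODemux gave 2482 here, the number printed with the quality checks.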

Other observations

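The tests of RNA-poor cells, of weak Hashtag2 signal and of free antibody in doublets were chosen after the result was seen, as were the values over all cells with Hashtag2 on top, in doublets and of uncertain barcodes. How bounds are applied to intervals and to selected groups was settled only after values had been seen.

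How much hashtag antibody a cell carried went with its type. Relative to T cells of the same hashtag, NK cells carried less of it in 5 of 5 hashtag groups, between 0.398 and 0.754 times the median count. Monocytes and macrophages carried more in 5 of 5 groups, between 1.34 and 2.12 times, and so did cycling cells, between 1.51 and 2.26 times. B cells ranged from 0.910 to 1.75 times, and were higher in 3 of 5. B cells were also unevenly spread over the samples, at 33.3% (30.9 to 35.8) of Hashtag1 singlets and 0.864% (0.584 to 1.23) of Hashtag6 singlets.

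Other gene lists were compared in T cells of the negatives against T cells of all singlets. Of 3 genes listed for hashtag antibodies, ATP1B3 was lower, at 0.499 times, and B2M stood at 0.741 times. PTPRC, the gene of the sort marker CD45, stood at 1.09 times. Of 10 mitochondrial genes 0 were higher and 0 lower. Of 8 measured hypoxia and glycolysis genes 2 were lower, LDHA and NDRG1, at 0.344 and 0.530 times. Macrophage lists have few counts in T cells: 3 of 8 lipid-associated and complement genes were lower, such as CD9 at 0.147 times, and 2 of 4 inflammatory monocyte genes, TNF and CCL20, at 0.138 and 0.164 times. Against Hashtag5 singlets 0 of the 3 genes listed for hashtag antibodies were lower. There, of 2 measured inflammatory monocyte genes 1 was higher (TNF, 1.84-fold) and 0 lower, and of 6 hypoxia and glycolysis genes 1 was higher and 1 lower. In the negatives with Hashtag5 on top alone, 0 of the 2 inflammatory monocyte genes were higher and 0 lower.

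Negatives with Hashtag5 on top stay under the Hashtag5 cutoff. These negatives held less RNA than Hashtag5 singlets, a median of 5446 against 7714 UMIs, and whether this lowered their Hashtag5 count was not tested. The bound for RNA-poor cells was the lowest share passing in a singlet group, 64.6% for Hashtag4. The tables argue against cells under the quality thresholds as the cause, since 92.3% of these negatives passed, against 90.7% of Hashtag5 singlets. They argue against 1 cell type that binds less antibody as the whole cause: NK cells stayed negative 1.41 times (1.24 to 1.57) as often as all classes but are few, and T cells, 71.5% of these negatives, 1.53 times as often as the rest, of which 44.2% stayed negative too. The height of the cutoff is a candidate explanation, since 72.7% (70.7 to 74.6) were Hashtag5 singlets by the negative binomial mixture. On simulated counts, though, the mixture recovered only 76.7% of singlets. Other settings gave 44.4% (quantile of 0.95) and 26.2% (kmeans). These shares rose as the Hashtag5 cutoff fell, from 141 at the main setting to 106 with kmeans and 83 at a quantile of 0.95. The lowest Hashtag5 count that the mixture called positive was 18. With the centered log ratio within each cell the cutoff was 151, and 99.8% stayed negative. Weak staining by every antibody stays open: relative to Hashtag5 singlets their protein counts were 1.76 times (1.56 to 1.94) as high as their Hashtag5 counts, past the bound of 1.5, but the groups are selected on Hashtag5, and within T cells the value was 1.54.

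Hashtag2 is the smallest singlet group. Weak signal stays open, as its values go both ways: the median was 991.5 (853 to 1122) in Hashtag2 singlets and 720 over negatives and singlets with Hashtag2 on top, against 290 for Hashtag1 and 117 for Hashtag5, but in the 1583 doublets positive for Hashtag2 it was 103, against 219 for Hashtag1 and 309 for Hashtag5 in theirs. Cells lost to the cutoff or to doublet calls stay open too. The mixture called 0.495 times (0.416 to 0.588) as many Hashtag2 singlets as HTODemux did at its main setting. The other alternatives called at most 1.07 times as many, the most by HTODemux itself at the higher quantile. But the mixture left 417 barcodes with Hashtag2 on top uncertain, 260 of them doublets of HTODemux. Together with its Hashtag2 singlets these would give 1.53 times, past the bound of 1.5. The size of that sample in the pool was not tested.

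Doublet calls are frequent. Free antibody on single cells as the whole cause is argued against by their median UMI count, 2.37 times (2.28 to 2.49) that of singlets. A median over all doublets cannot exclude it in part of them. In the doublets positive for Hashtag2 its median count was 103, against 991.5 in Hashtag2 singlets. The medians of Hashtag1 and Hashtag4 were also lower in doublets, and those of Hashtag3, Hashtag5 and Hashtag6 higher. Random pairing of cells from groups of the sizes called is argued against as well. Hashtag2 with Hashtag6 was seen 3.35 times (2.99 to 3.74) as often as the group sizes predict. With their whole interval, 2 pairs lay over 2 times from the predicted number. All pairs with Hashtag2 were in excess, at 1.99 to 3.35 times, and the other pairs lay between 0.473 and 1.12 times. The excess went with the called size of Hashtag2, which stays open. Random pairing from other group sizes was not tested. No biological explanation of these patterns was tested.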
